# Different effects of constitutive and induced microbiota modulation on microglia in a mouse model of Alzheimer’s disease

**DOI:** 10.1186/s40478-020-00988-5

**Published:** 2020-07-29

**Authors:** Charlotte Mezö, Nikolaos Dokalis, Omar Mossad, Ori Staszewski, Jana Neuber, Bahtiyar Yilmaz, Daniel Schnepf, Mercedes Gomez de Agüero, Stephanie C. Ganal-Vonarburg, Andrew J. Macpherson, Melanie Meyer-Luehmann, Peter Staeheli, Thomas Blank, Marco Prinz, Daniel Erny

**Keywords:** Gut microbiota, Antibiotics, Germ-free, Microglia, Alzheimer’s disease

## Abstract

It was recently revealed that gut microbiota promote amyloid-beta (Aβ) burden in mouse models of Alzheimer’s disease (AD). However, the underlying mechanisms when using either germ-free (GF) housing conditions or treatments with antibiotics (ABX) remained unknown. In this study, we show that GF and ABX-treated 5x familial AD (5xFAD) mice developed attenuated hippocampal Aβ pathology and associated neuronal loss, and thereby delayed disease-related memory deficits. While Aβ production remained unaffected in both GF and ABX-treated 5xFAD mice, we noticed in GF 5xFAD mice enhanced microglial Aβ uptake at early stages of the disease compared to ABX-treated 5xFAD mice. Furthermore, RNA-sequencing of hippocampal microglia from SPF, GF and ABX-treated 5xFAD mice revealed distinct microbiota-dependent gene expression profiles associated with phagocytosis and altered microglial activation states. Taken together, we observed that constitutive or induced microbiota modulation in 5xFAD mice differentially controls microglial Aβ clearance mechanisms preventing neurodegeneration and cognitive deficits.

## Introduction

Alzheimer’s disease (AD) is the most common neurodegenerative disease and cause of dementia worldwide [9]. The progressive loss of neurons causes symptoms such as memory loss and cognitive decline. Despite enormous efforts in AD research, the etiology of the frequent sporadic form of AD remains largely unknown [47]. The hereditary familial form of AD accounts only for less than 5% of all cases of AD and typically has a much earlier onset [51]. The main hallmarks of this incurable disease in the brain are extracellular amyloid-beta (Aβ) depositions and intracellular neurofibrillary tangles. The early aggregation and cerebral deposition of Aβ is suggested to take place decades before the first symptoms appear [48], and Aβ depositions mainly drive the development and progression of AD [53]. In the central nervous system (CNS) microglia represent the main innate immune cells, and in contrast to other tissue macrophages have a unique solely yolk-sac origin [17, 24, 46]. While they are essential for maintaining tissue homeostasis during physiological conditions [25], microglia continuously survey their microenvironment, react to pathological stimuli and are involved in virtually all CNS diseases including AD pathogenesis [39, 44]. Recent genome-wide association studies (GWAS) showed that genes mainly or exclusively expressed by microglia, including complement receptors, or triggering receptor expressed on myeloid cells-2 (*TREM2*) are associated with increased risk of developing AD [28]. Microglia sense Aβ by several receptors (i.e. TREM2) resulting in microglial activation, accumulation around Aβ plaques and production of potential neurotoxic proinflammatory cytokines [44, 59]. As the professional phagocytes of the CNS, microglia play a crucial role in the removal of Aβ aggregates [44]. Interestingly, microglia in *Trem2-deficient* 5xFAD mice incorporated less Aβ than microglia from *Trem2*-expressing 5xFAD mice [60].

Growing body of evidence highlight a considerable influence of gut microbes on the host’s health [21]. Microbiota-derived molecules, such as short-chain fatty acids (SCFAs), have been shown to contribute to host’s physiology and boost immune functions [21]. We have previously demonstrated that the maturation and function of microglia were highly affected by host gut microbes [12]. In mice born and raised under germ-free (GF) conditions, microglia displayed an immature homeostatic phenotype defined by altered gene expression, increased numbers, and hyper-ramified morphology. In addition, they displayed compromised immune response upon acute challenge with bacterial molecules and virus infection [12]. Notably, temporal eradication of gut bacteria by antibiotic treatment (ABX) in former colonized adult SPF mice induced a comparable microglial phenotype to GF mice, arguing that constant signals from gut bacteria are necessary for proper microglial homeostasis und function [12]. Remarkably, the pathophysiology of several CNS diseases including AD was recently linked to host microbiota [14]. Harach and colleagues uncovered that AD pathology is diminished in the double transgenic APPPS1 AD mouse model under GF housing conditions compared to colonized controls [18]. Furthermore, postnatal long-term microbiota manipulation by ABX reduced Aβ burden in APP_SWE_/PS1_ΔE9_ mice compared to non-treated controls [34]. However, the precise role of microglia, the involved cellular mechanism, the impact on cognitive function, and whether the production or degradation of Aβ is affected, remained unclear.

In order to gain mechanistic insights, we characterized the Aβ-associated pathology and related hippocampus-associated behavior at an early and progressed stage of the disease using 5x familial AD (5xFAD) mice bred under both GF and specific pathogen free (SPF) conditions and induced gut bacteria depletion by ABX in a third cohort. Additionally, we thoroughly investigated the influence of the constant and induced depletion of gut bacteria on microglia-mediated effects during Aβ pathology. We revealed that constitutive absence of gut microbiota in GF 5xFAD mice increased the microglial uptake of Aβ deposits in the hippocampus, resulting in decreased Aβ burden, associated neuronal loss and retained hippocampus-associated memory function, without affecting the production of Aβ. While ABX-induced acute depletion of gut bacteria resulted in similar decrease of Aβ depositions, this effect was not attributed to microglial Aβ phagocytosis.

## Materials and methods

### Mice

As a mouse model of Alzheimer’s disease we used heterozygous male 5xFAD transgenic mice and non-transgenic littermates (4 and 10 months of age) on a C57BL/6 J background co-expressing human APP^K670N/M671L (Sw) + I716V (Fl) + V717I(Lo)^ and PS1^M146L + L286V^ under the control of the neuron-specific Thy-1 promoter [38]. Mice were housed under specific pathogen-free (SPF) conditions under a 12-h light, 12-h dark cycle with food and water ad libitum at CEMT (Freiburg, Germany). GF 5xFAD mice were generated via embryo transfer by Kathleen McCoy. GF heterozygous 5xFAD and WT littermates were obtained from the Clean Mouse Facility (Bern, Switzerland). In order to deplete microbiota, mice were treated orally via drinking water with a mixture of antibiotics (ABX), containing 1 mg/ml vancomycin (Hexal), 1 mg/ml cefoxitin (Santa Cruz Biotechnology), 1 mg/ml gentamicin (Sigma-Aldrich) and 1 mg/ml metronidazol (Sigma-Aldrich) for 2 months as described previously [12]. All animal experiments were approved by the Ministry for Nature, Environment and Consumers` Protection of the state of Baden-Württemberg and were performed in accordance to the respective national, federal, and institutional regulations (G19–02 and X16-04A).

### Histology & Immunofluorescence

Mice were deeply anesthetized by intraperitoneal injection of a mixture of ketamine (100 mg/kg body weight) and xylazine (10 mg per kg body weight) and transcardially perfused with ice-cold 1xPBS. Collected brains were post-fixed in 4% PFA for 24 h. One hemisphere was cryopreserved in 30% sucrose for 48 h, whereas the other hemisphere was paraffin embedded. Cryopreserved brains were frozen on dry ice and cut into 25 μm thick coronal serial sections on a sliding microtome (SM2000R, Leica Biosystems) and collected in 5% glycerol. As described previously [66], every tenth brain sections containing hippocampus from rostral to caudal were immunolabeled free-floating by incubating with anti-Iba1 antibody (rabbit, 1:500, Wako) and anti-Clec7a (1:30, Invivo Gen) for 24 h at 4 °C. Subsequently, sections were incubated with Alexa-Fluor-488 and 647-conjugated secondary antibody (1:500, Life technologies) for 24 h at 4 °C. Compact Aβ plaques were stained with 2 μM thiazine red (TR) (Sigma-Aldrich), a fluorescent congo red derivate, for 5 min at room temperature (RT). Finally, nuclei were stained with DAPI (4′,6-diamidin-2-phenylindol, 1:10000) for 10 min at RT. Additional series of brain sections were immunolabeled to visualize compact Aβ-plaques, as well as 1–16 Aβ precursor forms by using anti-6E10 antibody (1:1000, Biolegend) and anti-Iba1 antibody (1:500, Wako) at 4 °C for 24 h, followed by incubation with corresponding conjugated secondary antibodies Alexa-Fluor-568 and 488 (1:500, Life technologies) for 24 h at 4 °C. DAPI was used as a nuclear stain for 10 min at RT. Aβ-plaque load and density of Iba1-immunoreactive cells were quantified throughout the entire hippocampus. In total 10 to 12 sections were analyzed per mouse.

Paraffin-embedded brains were cut sagittal into 3 μm thin sections and immunofluorescence labeling was performed by using following primary antibodies: anti-NeuN (1:200, Abcam), anti-Iba1 (1:500, Synaptic System), anti-P2ry12 (1:200, AnaSpec) and anti-ApoE (1:50, Merck), upon antigen retrieval (pH 6.0 citrate) at 4 °C for 24 h. Subsequently, respective conjugated secondary antibodies Alexa-Fluor 647 or 488 (1:500, Life technologies) were used for 2 h at RT. Aβ plaques were visualized by TR for 5 min at RT. Nuclei were stained with DAPI (1:10000) for 10 min at RT. Fluorescence images were taken with BZ-9000 Biorevo microscope (Keyence). Sections were analyzed by using BZ-II Analyzer Software (Keyence). Confocal images were taken with Olympus Fluoview FV 1000 confocal laser scanning microscope (Olympus).

### Behavior analysis

Spatial working memory was tested using the continuous spontaneous alternation task in a T-maze as described previously [10, 49]. In short, animals were set into the base of a T-maze and forced to explore one of the T-maze arms until it returned to the base arm. Subsequently, the blocked arm was opened, and the animal could explore the maze. Once one arm of the T-maze was entered, the other arm was blocked until the animal returned to the base arm. Then, the exit of the base arm was blocked for 5 s and the animal explored the maze again. The experiment was stopped after 14 free choice arm entries. Arm entries were scored as alternations if an animal chose the opposing arm compared to the arm visited immediately prior to the scored instance. Repetitive arm entries were scored as entering the same arm for the third or more consecutive time. The total time after 14 free choice arm entries was recorded.

The Novel Object Recognition (NOR) task was applied to evaluate recognition memory as published previously [2, 37]. During the habituation phase, each mouse could explore two similar objects within a total exploration time of 20 s. We commenced the testing phase 6 h after the habituation phase. During the testing session, each mouse could explore a familiar object and a novel object of different shape and texture. The position of the novel object and the familiar object was randomized between each mouse. The time spent by each mouse to explore the novel object and the familiar object was noted. The experiment was stopped when the total exploration time reached 20 s. The time spent by each mouse to explore the novel object and the familiar object, as well as the total time for paradigm completion during the testing phase was recorded.

### Ex vivo microglia isolation and flow cytometry

Hippocampi were collected and microglia were enriched by using density gradient separation and were prepared as described previously [12, 65]. The cell suspension was then incubated with Fc receptor blocking antibody CD16/CD32 (1:200, BD Bioscience) and Fixable Viability Dye eFluor® 780 (1:1000, eBioscience) for 10 min at 4 °C. Subsequently, the following antibodies were used: anti-CD11b (1:200, clone M1/70, Biolegend), anti-CD45 (1:200, clone 30-F11, BioLegend), anti-CD11c (1:100, clone N418, Biolengend) and for lineage exclusion by a dump gate anti-CD3 (1:300, clone 17A2, Biolegend), anti-CD19 (1:300, clone 6D5, Biolegend), anti-CD45R (1:300, clone RA3-6B2, BD Bioscience), anti-Ly6C (1:300, clone AL-21, BD Bioscience) and anti-Ly6G (1:300, clone 1A8, BD Bioscience) and incubated for 30 min at 4 °C.

### Ex vivo Aβ phagocytosis assay

Mice were injected intraperitoneally with methoxy-X-O4 (Tocris) (10 mg/kg bodyweight), a fluorescent congo red derivate, in a DMSO/PBS mixture. After 3 h, hippocampi were collected and microglial cells were assessed as described previously [65]. Percentage of methoxy-XO-4 positive microglia were determined by flow cytometry using a FACS Canto II (BD Bioscience) and analyzed with FlowJo software (Tree Star).

### Microbial profiling of caecal contents

DNA extraction, 16S rRNA sequencing and computation analysis of caecal contents from 4 months old SPF and ABX-treated 5xFAD mice and respective WT controls was performed as described previously [62] with slight modifications. 12 SPF and 16 ABX-treated 5xFAD mice, as well as 15 SPF and 14 ABX-treated WT mice were analyzed. In brief, caecal contents were collected in 2 ml microfuge tubes and stored at − 80 °C prior to DNA extraction. Total DNA was isolated from samples using the QIAamp DNA stool kit (Qiagen) according to the modified manufacturer’s instructions. Afterwards, 100 - 400 ng of DNA samples were subjected to amplification of V5/V6 region of bacterial 16S rRNA. Bacteria-specific primers (forward 5′ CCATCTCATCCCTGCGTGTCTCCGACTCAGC barcode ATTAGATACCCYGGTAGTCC 3′ and reverse 5′ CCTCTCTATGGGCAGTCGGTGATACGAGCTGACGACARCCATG-3′) were used. Amplicon sequencing was performed using the Ion PGM™ Sequencing 400 Kit and Ion 316™ Chip V2 within the Ion PGM™ System (Thermo Fisher). Fastq sequencing files were first loaded into the QIIME 1.9.1 pipeline [8], using custom analysis scripts for analysis on the UBELIX Linux cluster of the University of Bern [62]. The *biom* file and mapping file were used for statistical analyses and data visualization in the R with package *phyloseq*. The α-diversity (Observed OTUs, Simpson and Shannon index), β-diversity (Bray-Curtis genus-level community dissimilarities), and statistical analysis of clustering using Mann-Whitney U tests for alpha diversity and Adonis (PERMANOVA) for beta diversity to confirm that the strength and statistical significance of groups in the same distance metrics in *phyloseq* using R [33]. The multivariate analysis by linear models (MaAsLin) R package were used to find associations between metadata and microbial community abundance [36]. Plots were generated with ggplot2 using *phyloseq* object.

### Quantification of bacterial load by flow cytometry

Fecal samples were collected from SPF, GF and ABX-treated mice and weighted, immediately homogenized in ice-cold 1xPBS and filtered through 50 μm CellTrics filters (Sysmex). A fraction of the filtrates was diluted 1:20 in 1xPBS and centrifuged for 5 min at 3000 g at 4 °C. Subsequently, supernatant was aspirated and Syto9 (1:1000 in PBS, Thermo Fisher), a dye to identify gram+ and gram- bacteria was added for 10 min at 4 °C. DAPI (1:1000) was used for dead cell exclusion and the percentage of live bacteria was recorded by using flow cytometry. Flow cytometry cell counting beads (1:20, Thermo Fisher) were added to quantify absolute number of live bacteria per mg fecal sample.

### RNA-sequencing

Total RNA was extracted from FACS sorted viable CD11b^+^CD45^low^DUMP^−^ hippocampal microglia cells using the ARCTURUS® *PicoPure*® *RNA* Isolation Kit (Thermo Fisher) according to manufacturer’s protocol. The SMARTer Ultra Low Input RNA Kit for Sequencing v4 (Clontech Laboratories, Inc., Mountain View, CA, USA) was used to generate first strand cDNA from 300 pg total-RNA. Double stranded cDNA was amplified by LD PCR (13 cycles) and purified via magnetic bead clean-up. Library preparation was carried out as described in the Illumina Nextera XT Sample Preparation Guide (Illumina, Inc., San Diego, CA, USA). 150 pg of input cDNA were tagmented (tagged and fragmented) by the Nextera XT transposome. The products were purified and amplified via a limited-cycle PCR program to generate multiplexed sequencing libraries. For the PCR step 1:5 dilutions of index 1 (i7) and index 2 (i5) primers were used. The libraries were quantified using the KAPA SYBR FAST ABI Prism Library Quantification Kit (Kapa Biosystems, Inc., Woburn, MA, USA). Equimolar amounts of each library were pooled, and the pools were used for cluster generation on the cBot with the Illumina TruSeq SR Cluster Kit v3. The sequencing run was performed on a HiSeq 1000 instrument controlled by the HiSeq Control Software (HCS) 2.2.38, using the indexed, 50 cycles single-read (SR) protocol and the TruSeq SBS v3 Reagents according to the Illumina HiSeq 1000 System User Guide. Image analysis and base calling were done by the Real Time Analysis Software (RTA) 1.18.61. The resulting .bcl files were converted into fastq files with the CASAVA Software 1.8.2. Library preparation and RNAseq were performed at the Genomics Core Facility “KFB - Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de).

Fastq files were quality controlled using FastQC [1] and reads were mapped to the GRCm38 mouse genome using the Star aligner [11]. Read counts were obtained using the featureCounts program [30] in conjunction with the Gencode transcriptome version M21 [15]. Differential gene expression analysis was performed using the limma/voomWithQualityWeights pipeline in R [29, 31]. Venn diagram was generated by using previously published tools [19]. Heatmaps were generated using the package pheatmap [40]. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA, QIAGEN).

### Elisa

Quantification of soluble and insoluble Aβ40 and 42 species in hippocampal homogenates were quantified by performing enzyme-linked immunosorbent assay as described previously [66]. Briefly, hippocampi were harvested and homogenized (10% w/v) in 1xPBS containing protease inhibitor and sequentially extracted with PBS (soluble fraction), PBS + 0.1% Triton X-100 (membrane bound fraction) and finally with 8 M guanidine hydrochloride solution (insoluble fraction). Protein concentration in each fraction was measured by using Bradford assay (Carl Roth) and ELISA was performed using Human Aβ42 ultrasensitive ELISA kit and Human Aβ40/Aβ42 ELISA kits (Invitrogen) according to manufacturer’s protocols.

### Western blot analysis

Hippocampi were harvested and homogenized in RIPA buffer (25 mM Tris-HCl, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, protease inhibitor, pH 7.5) to extract total protein. Total protein concentration was determined by using Bradford assay (Carl Roth). Samples were separated by 4–12% NuPAGE Bis-tris mini gels (Invitrogen) and immunoblotted using antibodies against APP and CTFs (1:3000, Sigma), BACE1, ADAM10 (1:1000, Cell Signaling Technology), Nicastrin, PEN2, Presenilin 1 and 2 (PS1, PS2) (1:1000, γ Secretase Antibody Sampler Kit, Cell Signaling Technology) and anti-Aβ (6E10, 1:3000, Biolegend) for 24 h at 4 °C. Anti-β-actin-HRP (1:5000, Abcam) was used as loading control. Immunoblots were incubated with corresponding HRP-linked secondary antibodies for 1 h at RT and visualized by using SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo Fisher).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (GraphPad Software, Version 5.0, La Jolla, USA). All data were tested for normality applying the Shapiro-Wilk normality test. If normality was given, either an unpaired *t* test, one-way ANOVA followed by Tukey’s *post-hoc* comparison test or two-way ANOVA followed by Bonferroni’s compression was applied respectively. Differences were considered significant when *P* value < 0.05. To obtain unbiased data, experimental mice were all processed together. Cell quantifications were performed blinded by two scientists independently and separately.

## Results

### Absence of gut microbiota ameliorates hippocampal Aβ burden of 5xFAD mice

To investigate whether gut microbiota is detrimental or beneficial during neurodegeneration, we took advantage of the 5xFAD mouse model that recapitulates major features of the Aβ pathology [38]. In 5xFAD mice, Aβ plaques start to appear at around 2 months of age [38]. In order to evaluate the modulation of an early phase of the disease in 5xFAD mice by gut microbiota, we first compared 4 months old GF 5xFAD to colonized (specific pathogen free, SPF) 5xFAD mice. Additionally, we treated SPF 5xFAD mice orally with ABX for 2 months prior to analyze at an age of 4 months.

GF-housed and ABX-treated mice displayed enlarged caeca with dark-colored caecal contents and incremented caecal weights compared to SPF controls, as previously described [12] (Suppl. Fig. 1A-C). To confirm the successful reduction of gut bacteria after ABX application, we quantified the number of live bacteria in fecal samples by flow cytometry (Suppl. Fig. 1D - F). In line, we observed a significant reduction in species richness in ABX-treated 5xFAD mice and wild-type (WT) littermates (Suppl. Fig. 1G & H). In contrast to a recent report [5], we did not detect substantial differences in species richness (q-value < 0.05) in caecal contents of SPF 5xFAD and non-transgenic littermates (Suppl. Fig. 1I - K and Additional files 6 and 7). First, to analyze the amount of Aβ depositions by histopathological assessment in hippocampi of 4 months old SPF, GF and ABX-treated 5xFAD mice, we took advantage of the fluorescent congo red derivate thiazine red (TR) which visualizes compact Aβ depositions (Fig. 1A). In line with previous observations in other AD mouse models [18, 34], the amount of TR^+^ compact plaques was diminished in hippocampi of GF and ABX-treated 5xFAD mice compared to SPF 5xFAD controls (Fig. 1A - C). Additional immunofluorescence labelling with the 6E10 antibody, targeting compact and diffuse Aβ, showed similar results (Suppl. Fig. 2A - C). Of note, we observed significantly smaller plaques under GF conditions compared to SPF and ABX-treated 5xFAD mice (Fig. 1D & Suppl. Fig. 2D). In accordance, both insoluble Aβ42 and Aβ40 (Fig. 1E & F, Suppl. Fig. 2E) as well as soluble Aβ42 and Aβ40 fractions (Fig. 1G & H, Suppl. Fig. 2F) were significantly decreased in hippocampal brain homogenates of GF and ABX 5xFAD mice when compared to SPF 5xFAD controls. To assess a potential effect of gut microbiota on the processing of the amyloid precursor protein (APP), we measured APP and its C-terminal fragments (CTF-α, CTF-β) as well as secretases involved in APP-processing, including β-secretase (β-site of APP cleaving enzyme, ΒΑCΕ1), A Disintegrin And Metalloproteinase (ADAM)10 and components of the γ-secretase complex (Nicastrin, PEN2, Presenilin1, Presenilin 2) in hippocampal tissue extracts by immunoblotting and detected no alterations (Fig. 1I – R). Consistent with the ELISA results, western blot analysis also demonstrated significantly lower Aβ levels in both GF and ABX 5xFAD mice compared to SPF 5xFAD animals (Fig. 1S).

**Fig. 1:**
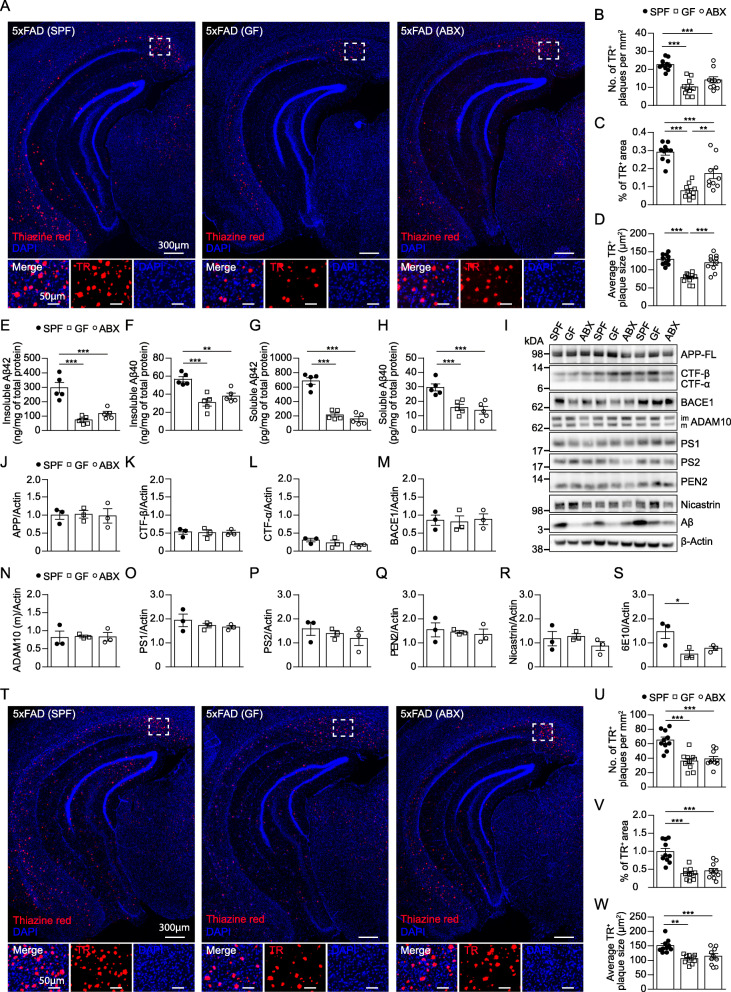
Absence of host microbiota reduces hippocampal Aβ depositions of 5xFAD mice. (**a**) Representative fluorescence images of thiazine red^+^ (TR; red) compact Aβ plaques in the hippocampus of 4 months old SPF, GF and ABX-treated 5xFAD mice**.** Nuclei were stained with DAPI (blue). Overview of hippocampus and magnification of subiculum (dashed line) are shown. Scale bars represent 300 μm (overview) and 50 μm (insert). (**b**) Quantification of the number of TR^+^ Aβ-plaques per mm^2^, (**c**) percentage of TR^+^ area and (**d**) average TR^+^ plaque size (μm^2^) in coronal hippocampal sections. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (*P < 0.05, **P < 0.01, ***P < 0.001). Data are representative of four independent experiments. Enzyme-linked immunosorbent assay (ELISA) for **(e)** insoluble Aβ42, **(f)** insoluble Aβ40, **(g)** soluble Aβ42 and **(h)** soluble Aβ40 fractions of hippocampal brain extracts from 4 months old SPF, GF and ABX-treated 5xFAD mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of two independent experiments. (**i**) Representative immunoblots of hippocampal brain homogenates from 4 months old SPF, GF and ABX-treated 5xFAD mice against human full-length amyloid precursor protein (APP-FL), C-terminal fragment (CTF) α, CTF-β, β-site of APP cleaving enzyme (BACE) 1, A Disintegrin And Metalloproteinase (ADAM10), γ-secretase complex (Nicastrin, presenilin enhancer (PEN) 2, Presenilin (PS) 1, PS2) and Aβ (6E10). β-Actin was used as loading control. Each lane represents one mouse. Quantification of (**j**) APP-FL, (**k**), CTF-β, (**l**) CTF-α, (**m**) BACE1, (**n**) ADAM10, (**o**) PS1, (**p**) PS2, (**q**) PEN2, (**r**) Nicastrin, and (**s**) Aβ protein levels normalized to β-Actin are shown. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (*P < 0.05). Data are representative of two independent experiments. (**t**) Representative fluorescence images of TR^+^ compact Aβ plaques in the hippocampus of 10 months old 5xFAD mice. Nuclei were stained with DAPI (blue). Overview of hippocampus and magnification of subiculum (dashed line) are shown. Scale bars represent 300 μm (overview) and 50 μm (insert). (**u**) Quantification of the number of TR^+^ Aβ-plaques per area (mm^2^), (**v**) percentage of TR^+^ area and (**w**) average of TR^+^ plaque size (μm^2^). Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of four independent experiments

Next, we asked whether the Αβ accumulation was modulated at a later progressed stage of AD pathology by either constant or induced microbial absence. Therefore, we investigated SPF and GF housed 5xFAD mice at an age of 10 months. Additionally, ABX treatment of SPF 5xFAD mice was started 2 months prior to analysis at an age of 10 months. Compared to the 4 months old SPF 5xFAD mice, we noticed a robust increase of TR^+^ Aβ depositions in 10 months old SPF 5xFAD animals, whereas GF and ABX-treated 5xFAD mice developed significantly less and smaller Aβ plaques (Fig. 1T - W). Consequently, both insoluble and soluble Aβ42 and Aβ40 fractions were decreased in hippocampi of GF and ABX 5xFAD mice compared to SPF 5xFAD controls (Suppl. Fig. 2G - K). APP processing also showed no significant alterations in the aged GF 5xFAD mice (Suppl. Fig. 2L – U). Altered Aβ load was additionally detected by immunoblot and 6E10 immunofluorescence labelling (Suppl. Fig. 2V – Z), indicating a possible modulation of Aβ pathology even at later stages of the disease. In sum, our findings highlight a disease-promoting role of gut bacteria during Aβ-mediated neurodegeneration, whereas modulation thereof might improve the disease course.

### Gut bacteria influence memory function of 5xFAD mice

To elucidate whether the reduced Aβ plaque burden in 10 months old GF and ABX 5xFAD mice compared to the steadily colonized SPF 5xFAD controls is affecting cognitive function, we first examined spatial working memory in the T-maze paradigm. As expected, SPF 5xFAD mice showed decreased percentage of arm alternation and more re-entries into the same arm of the T-maze (Fig. 2A - C) compared to age-matched SPF WT littermates. Both GF housing (Fig. 2A – C & Suppl. Fig. 3A) and oral ABX application (Fig. 2D – F & Suppl. Fig. 3B) partially rescued this phenotype in 5xFAD mice, whereas the SPF, GF and ABX WT controls showed no behavioral abnormalities. Furthermore, when tested in the novel object recognition (NOR) task, GF 5xFAD (Fig. 2G - I) as well as ABX-treated 5xFAD mice (Fig. 2J - L) spent significantly more time exploring the novel object compared to SPF 5xFAD mice, suggesting partially protected learning and recognition memory. Importantly, impairment of spatial and recognition memory in colonized SPF 5xFAD mice was accompanied by prominent neuronal loss in the subiculum (sub) as well as in the cornu ammonis (CA) 1 region, while we did not observe significant neuronal loss in the CA3 and dentate gyrus (DG) (Fig. 2M – Q). Microbiota manipulation at early disease stages in 4 months old 5xFAD mice did not yet affect markedly hippocampus-associated memory functions (Suppl. Fig. 3C - P) or neuronal survival (Suppl. Fig. 4Q & R). Collectively, our data show a detrimental role of microbiota in the 5xFAD mouse model worsening spatial and recognition memory along with reduced neuronal numbers in the hippocampus.

**Fig. 2:**
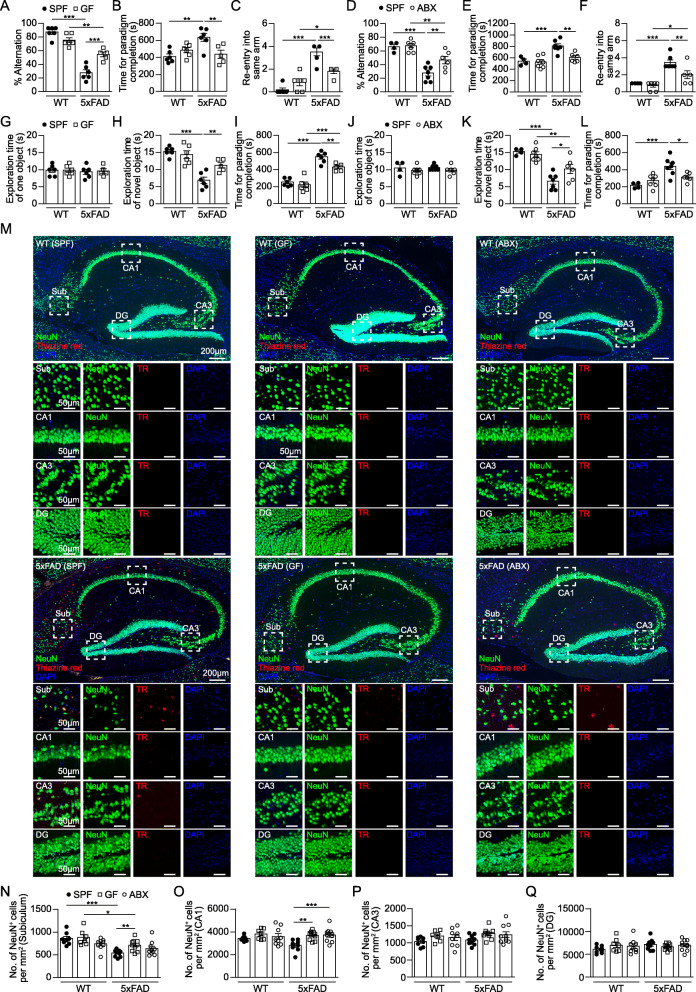
Restored memory deficits in 5xFAD mice lacking microbes. (**a-c**) T-maze test performance of 10 months old SPF and GF 5xFAD mice, as well as aged-matched WT controls or (**d-f**) of 10 months old SPF and ABX 5xFAD mice, as well as WT controls. (**g-i**) Novel object recognition test (NOR) of 10 months old SPF and GF 5xFAD mice, as well as age-matched WT controls or (**j-l**) of 10 months old SPF and ABX 5xFAD mice, as well as respective WT controls. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test (*P < 0.05, **P < 0.01, ***P < 0.001). Data are representative of three independent experiments. (**m**) Representative immunofluorescence images of NeuN^+^ neurons (green) and TR^+^ (red) compact Aβ plaques in the subiculum (Sub), cornu ammonis (CA) 1, CA3 and dentate gyrus (DG) of the hippocampus of 10 months old SPF, GF and ABX-treated 5xFAD mice**.** Nuclei were stained with DAPI (blue). Overview of hippocampus and magnifications of subiculum, CA1, CA3 and DG (dashed lines) are shown. Scale bars represent 200 μm (overview) and 50 μm (inserts). Quantification of the number of NeuN^+^ neurons per mm^2^ in the subiculum (**n**), CA1 (**o**), CA3 (**p**) and DG (**q**) of sagittal hippocampal sections from SPF, GF and ABX-treated 5xFAD and age-matched WT mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of two independent experiments

### Constitutive lack of microbiota augments microglial uptake of Aβ debris

We previously demonstrated that microglial features are essentially steered by the host microbiota [12]. In addition, it is widely accepted that microglia critically contribute to AD progression [44]. Following our own and previous observations [18, 34] showing that microbiota have a negative impact on AD pathology in different mouse models of AD, we aimed to clarify the cellular mechanism resulting in decreased Aβ pathology under GF or ABX conditions. To examine the functional role of microglia in 4 months old SPF, GF and ABX-treated 5xFAD mice, we first quantified Iba1^+^ parenchymal microglia numbers in the hippocampi and compared them to the respective WT controls (Fig. 3A & B**,** Suppl. Fig. 4A). 5xFAD mice housed under GF conditions displayed an higher microglial density in the hippocampal tissue compared to SPF 5xFAD mice, while ABX treatment did neither affect microglia density in 5xFAD mice nor WT mice in line with previous findings [12, 54] (Fig. 3A & B**,** Suppl. Fig. 4A). Next, we examined in detail microglia located in a close proximity (< 10 μm) to TR^+^ Aβ plaques. We noticed significantly more TR^+^ Aβ plaque-associated Iba1^+^ microglia in GF 5xFAD mice (Fig. 3A & C), whereas SPF and ABX-treated 5xFAD mice showed less accumulation of Iba1^+^ microglia around TR^+^ Aβ plaques. Similar results were found by using 6E10 immunofluorescence for compact and diffuse Aβ debris (Suppl. Fig. 4B & C). It has been suggested that plaque-associated microglia are critical in preventing senile Aβ plaque formation in AD mouse models, for example by increased phagocytosis [23, 27]. Hence, we investigated whether permanent absence or induced microbiota depletion alters microglial phagocytosis by performing ex vivo flow cytometric based analysis of Aβ uptake using methoxy-X-O4 staining as described before [65] (Fig. 3D & E**,** Suppl. Fig. 5A). In line with the increased Aβ plaque-associated Iba1^+^ microglia numbers in GF 5xFAD mice, we observed higher percentage of methoxy-X-O4^+^ microglial cells under GF conditions (Fig. 3D - F), indicating higher Aβ uptake. Notably, 2 months supplementation of ABX via drinking water did not affect the percentage of methoxy-X-O4^+^ microglial cells which was comparable to SPF levels (Fig. 3D – F). These findings underline that ABX-induced microbiota reduction in 5xFAD mice is not sufficient to modulate Aβ uptake by microglia as observed in GF 5xFAD animals.

**Fig. 3:**
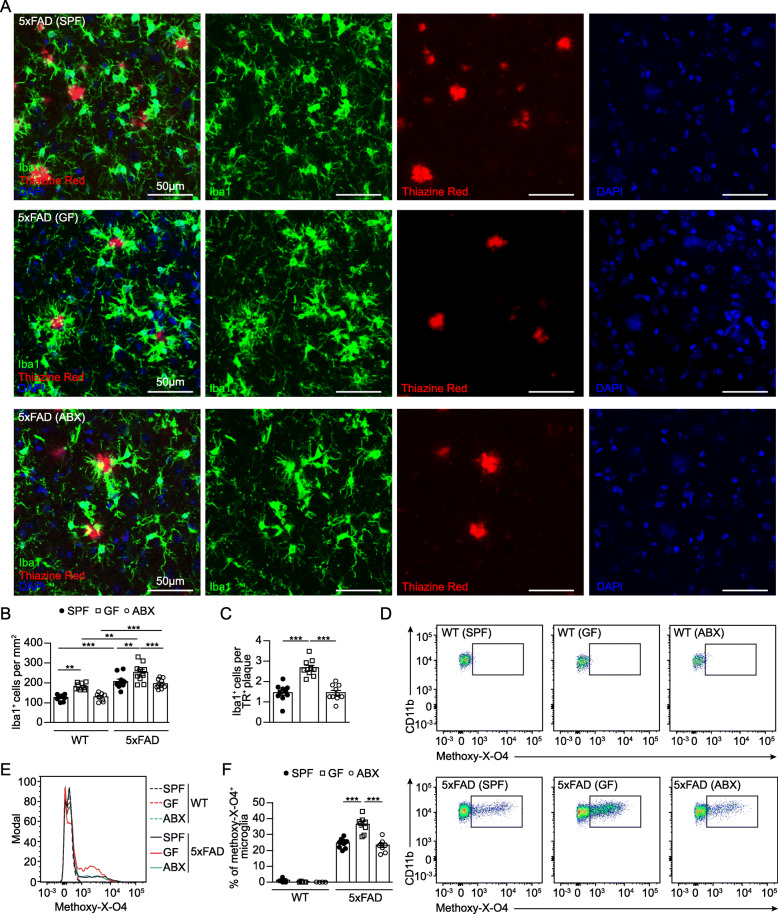
Increased microglial phagocytosis in the hippocampus of 4 months old GF 5xFAD mice. (**a**) Representative immunofluorescence images of TR^+^ (red) Aβ depositions and Iba1^+^ (green) microglia on coronal hippocampal sections of SPF, GF and ABX-treated 5xFAD mice and age-matched WT controls. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. Quantification of (**b**) Iba1^+^ parenchymal microglia in hippocampus of 5xFAD and age-matched WT mice. Quantification of (**c**) TR^+^ plaque-associated microglia in 5xFAD mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test or by one-way ANOVA followed by Tukey’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of four independent experiments. (**d**) Gating of CD11b^+^methoxy-XO-4^+^ microglia from SPF, GF and ABX-treated 5xFAD mice and age-matched WT controls. Representative dot plots are shown. (**e**) Representative cytometric graph of methoxy-X-O4^+^ labelled microglia from SPF (black line), GF (red line) and ABX-treated (blue line) 5xFAD mice and respective WT controls (dashed lines). (**f**) Quantification of percentages of methoxy-X-O4^+^ labelled microglia cells are depicted. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test (***P < 0.001). Data are representative of four independent experiments

### Permanent absence of microbes alters microglial gene profile in GF 5xFAD mice

To examine the effector functions of microglia in 5xFAD mice lacking microbes in more detail, we FACS-isolated hippocampal microglia from 4 months old SPF, GF and ABX 5xFAD mice and the respective age-matched WT controls and analyzed genome-wide mRNA expression profiles by RNA-sequencing (seq) (Fig. 4A & B). 

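The deposited count table holds 28 libraries, each from the FACS-isolated CD11b+CD45 low hippocampal microglia of 1 mouse. They came from 5 SPF WT, 4 GF WT, 5 ABX WT, 3 SPF 5xFAD, 5 GF 5xFAD and 6 ABX 5xFAD mice. 5xFAD mice are a transgenic mouse model of AD. According to the paper, GF mice came from the Clean Mouse Facility in Bern and the other mice were housed in Freiburg, so GF housing and the source of the mice cannot be told apart. Single mice are named by the titles of their libraries, which give the genotype (FAD for 5xFAD), the condition and a number. The descriptions of the libraries follow 3 numbering styles, and the paper's text does not say whether they mark library batches. All SPF WT and ABX WT mice share the first style, the SPF 5xFAD mice and mouse FAD_ABX_1151 the second, and all GF mice and the other 5 ABX 5xFAD mice the third. The comparison of GF 5xFAD with GF WT mice lies within the third style. Numbering style and group cannot be told apart for 5xFAD against WT mice under SPF or ABX conditions or for GF against SPF mice. The authors aligned the reads to GRCm38 with STAR and counted them per gene with featureCounts, and the deposited values are these raw counts without normalization. The table lists 48587 genes by symbol after 92 spike-in entries were set aside, and 46484 of the symbols are names in GENCODE M21, the annotation that the methods name. Between 14441610 and 29977395 reads per library were counted on genes. The median was 22741140 reads in SPF WT, 17116272 in GF WT, 16787640 in ABX WT, 18806425 in SPF 5xFAD, 23741605 in GF 5xFAD and 17468884 in ABX 5xFAD mice. Replicates of a group differed by more than counting noise, since the lowest chi-square per degree of freedom of a replicate pair was 7.74. Counts were scaled by edgeR's TMM method, and 15298 genes with enough reads in at least 1 group were tested in 1 model with the 6 groups. CPM values refer to the TMM-scaled library sizes, except those of *Xist* and of cell type markers, which refer to the library totals. *App*, to which reads of the human transgene can map, reached 271 ± 23.7 CPM (SD, n = 3) in SPF 5xFAD and 221.6 ± 12.6 CPM (SD, n = 5) in SPF WT mice. The adjusted p-value of 5xFAD against WT mice was 0.113 in SPF, 0.453 in GF and 0.00532 in ABX mice (edgeR). In GF mice the ranges overlapped, with 214 to 280 CPM in 5xFAD and 217 to 244 CPM in WT mice, so *App* does not tell their genotype. *Ddx3y*, a gene of the Y chromosome, lay between 60.1 and 151 CPM in all 28 libraries, and *Xist* did not exceed 0.531 CPM. The heatmap in Fig. 4B shows 4 ABX 5xFAD mice, whereas the labels give 6. Among 22 choices of ABX 5xFAD mice left out, the one without mice FAD_ABX_1151 and FAD_ABX_1482 came closest to the ABX fold changes of Additional file 9, with a median absolute difference of 0.0022 on the log2 scale. The next closest choice left out mouse FAD_ABX_1151 alone and differed by 0.027. Results are therefore given over the other 26 mice as well as over all 28, a setting chosen after the values were seen, and the paper's text gives no reason for leaving the pair out. Over the 26 mice, numbering style and condition cannot be told apart for ABX against SPF 5xFAD mice either.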

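Gene expression in microglia from 5xFAD mice was compared with that in WT mice of the same condition. Over the 26 mice, 829 genes differed under SPF conditions with an adjusted p-value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 647 of them higher in 5xFAD mice. In GF mice 2730 genes differed, 1593 higher and 1137 lower, and in ABX mice 2312 genes differed, 1457 higher and 855 lower. All 3 comparisons shared 526 genes, of which 524 changed in the same direction. Over all 28 mice the numbers were 699 genes in SPF mice (571 higher and 128 lower), 2391 in GF mice (1442 higher and 949 lower) and 2207 in ABX mice (1445 higher and 762 lower). Both sets of mice had 696 of these genes in common for SPF, 2379 for GF and 1896 for ABX mice. Over the 28 mice, 476 genes changed in all 3 comparisons, 422 of them higher and 53 lower in 5xFAD mice in each. The median absolute log2 fold change of these 476 genes was 1.09 in SPF, 1.33 in GF and 1.09 in ABX mice. The number in SPF mice moved most with an unadjusted p-value under 0.05, to 2182 genes, and limma's voomWithQualityWeights in place of edgeR gave 2154 over the 28 mice and 2180 over the 26. Without mouse FAD_SPF_1144 it was 437 genes. Directions are relative to the TMM scaling: with library size alone, the median of all genes in the GF comparison shifted by -0.125 on the log2 scale, and 1107 genes were then higher and 1919 lower in GF 5xFAD mice. With the same scaling, 533 genes were higher and 215 lower in SPF mice, and 1160 were higher and 1311 lower in ABX mice.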

In general, 680 genes were similarly modulated under SPF, ABX and GF conditions in 5xFAD mice compared with non-transgenic WT controls (Fig. 4A, Additional file 8). Notably, microglia from SPF 5xFAD animals regulated 1006 individual genes, whereas microglia from GF 5xFAD mice displayed specific expression changes in 1185 genes and microglia in ABX-treated 5xFAD mice exhibited 700 uniquely transcribed gene transcripts (Fig. 4A). 

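Over the 26 mice, 89 genes passed the threshold under SPF conditions only, 1582 in GF mice only and 1172 in ABX mice only. The corresponding numbers over all 28 mice were 56, 1372 and 1171 genes. They moved most, relative to their size, in SPF mice with voomWithQualityWeights, which gave 810 genes for SPF only over the 26 mice and 793 over the 28. Leaving out mouse FAD_SPF_1144 gave 16 genes for SPF only, mouse WT_GF_199 gave 885 for GF only, and mouse WT_ABX_911 gave 621 for ABX only. Of the 56 genes called for SPF only, 44 changed in the same direction in both other comparisons and 35 had an unadjusted p-value under 0.05 in at least 1 of them. The same direction in both other comparisons was found for 930 of the 1372 genes called for GF only and for 731 of the 1171 called for ABX only. Whether the effect of the 5xFAD transgenes differed between conditions was tested with interaction terms in the same edgeR model. No gene passed an adjusted p-value of 0.05 for GF against SPF over the 28 mice, where 1304 genes had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.0724. Leaving out mouse FAD_GF_201 gave 8 genes for GF against SPF. For ABX against SPF the number was also 0, with 1032 genes at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.704. More genes passed for both of these interactions with limma's voomWithQualityWeights, which the paper names, and with DESeq2. Their numbers are given in the part on how the results depend on the processing. Between ABX and GF mice, 269 genes differed in their 5xFAD effect, 140 with a higher and 129 with a lower log2 fold change in ABX mice. Library size alone as the scaling gave 278 such genes, 209 higher and 69 lower, and with gene length offsets 150 were higher and 81 lower. Leaving out mouse WT_GF_229 lowered the number to 85. Of the 269 genes, 133 were among those called for GF only and 69 among those called for ABX only. These counts rest on the difference between ABX and GF mice and show no difference from SPF mice. For genes called for SPF only the count was 0 by construction, since both interactions with SPF mice had 0 genes. Over the 26 mice, 3 genes passed for GF against SPF, *Pla2g4b*, *Afm* and *Gm15446*, and 1 passed for ABX against SPF, *Lgmn*, and these are named here after their values were seen. The average expression of the 3 was -0.38, -0.28 and 1.40 log2 CPM. *Lgmn* rose more in ABX than in SPF 5xFAD mice by 0.72 on the log2 scale (SE 0.114, adjusted p = 0.0142 over the 26 mice and 0.704 over the 28, edgeR quasi-likelihood).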

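Differences among the 6 groups were tested with edgeR's quasi-likelihood F test over all groups at once. An adjusted p-value under 0.0001 was reached by 1304 genes over the 26 mice and by 982 genes over all 28. Among the 982 genes, 951 also passed a threshold of 0.05 for genotype in at least 1 condition, and 445 did so in all 3. Between GF and SPF 5xFAD mice, 512 of the 982 genes differed. The number of genes moved most with the DESeq2 test, to 2323.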

Statistical analysis of the most differently expressed genes across SPF and GF housing conditions and ABX treatment in WT and 5xFAD mice revealed 1945 significantly (adj. *P* < 0.0001) up- (red) and downregulated (blue) genes in microglia (Fig. 4B, Additional file 9). 

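*Apoe* encodes a lipid carrier and lies on chromosome 7 of GRCm38 from 19696109 to 19699188. *Trem2* encodes a lipid-sensing receptor of myeloid cells and lies on chromosome 17 from 48346401 to 48354147. Comparing GF with SPF 5xFAD mice, the log2 fold change of *Apoe* was 1.08 (SE 0.257), with an adjusted p-value of 0.00256 over the 26 mice and 0.00731 over the 28 (edgeR quasi-likelihood). All 5 GF 5xFAD mice lay above the highest SPF 5xFAD mouse (exact permutation test, two-sided, p = 0.0179, the smallest p that 5 mice against 3 allow). Without mouse FAD_SPF_1148 the log2 fold change was 0.93 and the adjusted p-value 0.0713, the highest of a range from 6.6e-06 over all alternatives tried. *Trem2* reached 3133 ± 415 CPM (SD, n = 5) in GF 5xFAD, 2340 ± 301 CPM (SD, n = 3) in SPF 5xFAD and 2301 ± 87.9 CPM (SD, n = 4) in ABX 5xFAD mice other than FAD_ABX_1151 (2006 CPM) and FAD_ABX_1482 (2754 CPM). Its log2 fold change between GF and SPF 5xFAD mice was 0.42 (SE 0.111), with an adjusted p-value of 0.00619 over the 26 mice and 0.0136 over the 28. In 4 of 5 GF 5xFAD mice *Trem2* was above the highest SPF 5xFAD mouse (exact permutation test, two-sided, p = 0.0357). The adjusted p-value of *Trem2* was 0.101 without mouse FAD_SPF_1146 and 0.112 without mouse FAD_SPF_1148, in a range from 4.77e-05 to 0.112. In WT mice the log2 fold change of GF against SPF housing was 0.91 for *Apoe* (SE 0.227, adjusted p = 0.0362, with a range from 0.00301 to 0.154) and 0.15 for *Trem2* (SE 0.101, adjusted p = 0.494). The 5xFAD effect did not differ detectably between GF and SPF mice for *Apoe* (interaction 0.17, adjusted p = 0.934) or *Trem2* (0.27, adjusted p = 0.639).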

Among the differently expressed genes, we observed in microglia from GF 5xFAD mice upregulated expression of apolipoprotein E (*Apoe*) and *Trem2*, which are implicated in Aβ detection and clearance [44, 60]. Moreover, genes attributed to AD-associated microglial activation [23, 27] including *Axl*, *Cst7*, *Itgax* (encoding CD11c), *Cd9* or *Clec7a* showed an overall increased and *P2ry12* reduced expression in microglia from GF 5xFAD mice (Fig. 4B). 

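Between GF and SPF 5xFAD mice, *Cst7*, on chromosome 2 of GRCm38 from 150570415 to 150578944, had a log2 fold change of 0.93 (SE 0.233) and an adjusted p-value of 0.00701 over the 26 mice and 0.0101 over the 28. For *Cd9*, on chromosome 6 from 125460266 to 125494791, the log2 fold change was 0.41 (SE 0.11), with adjusted p-values of 0.00783 and 0.0154. Both genes were above the highest SPF 5xFAD mouse in 4 of 5 GF 5xFAD mice (exact permutation test, two-sided, p = 0.0536 for *Cst7* and 0.0357 for *Cd9*). *P2ry12*, on chromosome 3 from 59216272 to 59262871, had a log2 fold change of -0.41 (SE 0.116), with adjusted p-values of 0.00641 over the 26 mice and 0.0194 over the 28, and lay below the lowest SPF 5xFAD mouse in 4 of 5 GF 5xFAD mice (exact permutation test, two-sided, p = 0.0536). An adjusted p-value under 0.05 was not reached by *Axl*, *Itgax* or *Clec7a*. *Axl*, on chromosome 7 from 25757273 to 25788705, had a log2 fold change of 0.65 (SE 0.28, adjusted p = 0.124 over the 26 mice and 0.127 over the 28) and was above the highest SPF 5xFAD mouse in all 5 GF 5xFAD mice (exact permutation test, two-sided, p = 0.0357). *Itgax*, on chromosome 7 from 128129547 to 128150657, had a log2 fold change of 0.43 (SE 0.277, adjusted p = 0.336 and 0.349). For *Clec7a*, on chromosome 6 from 129461591 to 129472779, it was 0.18 (SE 0.202, adjusted p = 0.615 and 0.612), and no GF 5xFAD mouse was above the highest SPF 5xFAD mouse. With limma's voomWithQualityWeights all of these 3 genes passed, with adjusted p-values of 0.00454 for *Axl*, 0.0169 for *Itgax* and 0.0427 for *Clec7a*. That method gave mice FAD_SPF_1146 and FAD_SPF_1148 weights of 2.23 and 3.11 and mouse FAD_SPF_1144 a weight of 0.606. *Axl* also passed in a fit of the GF and SPF 5xFAD mice alone (adjusted p = 0.0245) and with voom without sample weights (0.0225). Over all alternatives tried, the adjusted p-value ranged from 0.00435 to 0.29 for *Axl*, from 0.0158 to 0.667 for *Itgax* and from 0.0427 to 0.969 for *Clec7a*. *Cst7* ranged from 2.28e-06 to 0.0821, the latter with gene length offsets, and was 0.0762 without mouse FAD_SPF_1146 and 0.0789 without mouse FAD_SPF_1148. The range of *Cd9* was 2.94e-05 to 0.155, with 0.118 without mouse FAD_SPF_1146, 0.155 without mouse FAD_SPF_1148, 0.113 with gene length offsets and 0.0663 in the fit of the GF and SPF 5xFAD mice alone. *P2ry12* ranged from 0.000894 to 0.496, with 0.0743 without mouse FAD_SPF_1144, 0.0719 without mouse FAD_SPF_1148 and 0.496 with GC content offsets. Of the 15 genes of this kind that the paper names, 10 passed over all genes tested in GF against SPF 5xFAD mice and 11 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries.

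**Figure D1:**
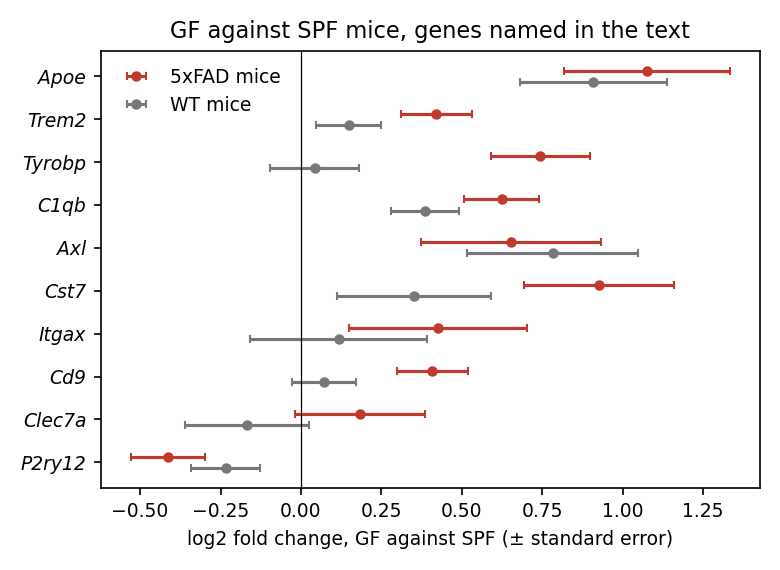
Log2 fold change of GF against SPF mice (x axis) for 10 genes named in the paper, in 5xFAD mice (red) and in WT mice (grey), with bars of 1 standard error from the fit over 28 mice. In 5xFAD mice *Apoe* lies at 1.08 and *P2ry12* at -0.41.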

Subsequent IPA pathway analysis of differentially expressed genes between microglia from WT and transgenic 5xFAD mice, housed under SPF or GF conditions or after ABX treatment, revealed strongly attenuated chemokine and mTOR signaling pathways in microglia from GF and ABX-treated 5xFAD mice, whereas neuroinflammation signaling pathways were robustly diminished in microglia from GF 5xFAD mice, leading to a strongly diminished repertoire of innate immune response (Fig. 4C – E, Additional files 10, 11, and 12). In contrast, microglia in ABX-treated 5xFAD mice displayed increased activation z-score of interferon signaling and Liver X Receptor (LXR) Retinoid X Receptor (RXR) activation, which belong to the type II family of nuclear receptors (NR). 

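For each pathway, the molecules that Additional files 10, 11 and 12 list under its name were joined into 1 gene list. The study chose these genes on the same libraries, so a test of a list is not independent evidence. Activation z-scores, which the paper uses, were not computed here, and a median fold change is another measure. The log2 fold change of 5xFAD against WT mice was compared between conditions for each list with edgeR's camera test, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 11 tests. The chemokine signaling list (19 genes tested) had a median difference of 0.0113 on the log2 scale between GF and SPF mice over the 26 mice (adjusted p = 0.693) and of 0.0115 over the 28 (adjusted p = 0.711), with 10 of 19 genes higher. The median was -0.00067 with RLE factors, -0.067 with library size alone and -0.0192 with no low-count filter, but the median of all genes shifted by -0.0115, -0.0783 and -0.0302 with these settings, so these signs follow the scaling and not the list. It was below 0 in 10 of the 28 fits that each left out 1 mouse. Between ABX and SPF mice its median difference was -0.137 over the 26 mice (adjusted p = 0.0191) and -0.157 over the 28 (adjusted p = 0.016), with 7 of 19 genes higher. GC content offsets turned it to 0.0175 (adjusted p = 0.141). The adjusted p-value ranged from 0.00512 to 0.801 over the alternatives, the highest with a separate list of chemokines and receptors. With voomWithQualityWeights on the 26 mice the median difference was -0.0975 (adjusted p = 0.0609). The chemokine list had a mean of 6.006 log2 CPM in mouse FAD_ABX_1151 and 5.775 in mouse FAD_ABX_1482, against 6.024 to 6.151 in the SPF 5xFAD mice. The mTOR signaling list (53 genes tested) rose more in GF than in SPF 5xFAD mice, by a median of 0.274 both over the 26 mice (adjusted p = 0.000124) and over the 28 (adjusted p = 0.000127), with 40 of 53 genes higher. In ABX against SPF mice its median difference was -0.118 over the 26 mice (adjusted p = 0.0733) and -0.0987 over the 28 (adjusted p = 0.115), with 5.814 log2 CPM in mouse FAD_ABX_1151 and 5.992 in mouse FAD_ABX_1482. That difference passed with GC content offsets (adjusted p = 0.0229) and without mouse FAD_SPF_1146 (0.0416), mouse FAD_SPF_1148 (0.0466) or mouse FAD_ABX_1482 (0.0225), the lowest of a range up to 0.543. The neuroinflammation signaling list (56 genes tested) had a median difference of -0.133 between GF and SPF mice, with adjusted p-values of 0.0297 over the 26 mice and 0.0363 over the 28, and 20 of 56 genes were higher. Its adjusted p-value ranged from 0.0114 to 0.148 and was above 0.05 with gene length offsets (0.148), GC content offsets (0.0505), at least 10 counts in every library (0.123) and voomWithQualityWeights (0.122, and 0.0846 on the 26 mice). Leaving out 1 mouse also moved it above 0.05 for mouse WT_SPF_925 (0.0512), mouse WT_GF_230 (0.0857), mouse FAD_SPF_1144 (0.0615) and mice FAD_GF_182 (0.0527) and FAD_GF_185 (0.0735). Calls under the preset correlation held with limma's fry for all lists tested, and with an estimated correlation for all but phagosome maturation (adjusted p = 0.0575). How often regroupings of the mice gave differences as large is told among the results flagged for a closer look. Within SPF, GF and ABX mice, the median log2 fold change of 5xFAD against WT was -0.102, -0.0435 and -0.417 for chemokine signaling, 0.371, 0.574 and 0.243 for mTOR signaling, and 0.0767, -0.0467 and 0.133 for neuroinflammation signaling.

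**Figure D2:**
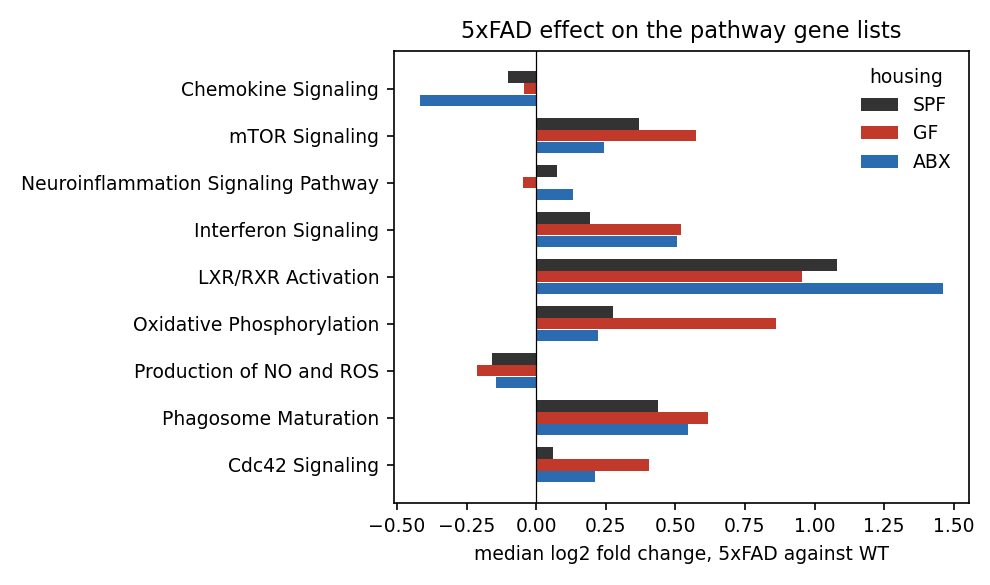
Median log2 fold change of 5xFAD against WT mice (bars) for the gene lists of 9 pathways, in SPF, GF and ABX mice, from the fit over 28 mice. The bar of mTOR signaling in GF mice reaches 0.574 and that of chemokine signaling in ABX mice -0.417.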

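The interferon signaling list (13 genes tested) had a median difference of 0.141 between ABX and SPF mice in the log2 fold change of 5xFAD against WT over the 26 mice (camera, adjusted p = 0.136) and of 0.0818 over the 28 (adjusted p = 0.269), with 9 of 13 genes higher. Its median log2 fold change of 5xFAD against WT was 0.192 in SPF, 0.519 in GF and 0.506 in ABX mice. Mouse FAD_ABX_1151 had a list mean of 6.08 log2 CPM and mouse FAD_ABX_1482 of 6.45, against 6.24 to 6.372 in the SPF 5xFAD mice. Without mouse FAD_ABX_1452 the median difference was 0.0103. For LXR/RXR activation (24 genes tested) the median difference was 0.215 over the 26 mice (adjusted p = 0.00564) and 0.186 over the 28 (adjusted p = 0.0276), with 15 of 24 genes higher. The adjusted p-value was 0.101 without mouse WT_ABX_910, 0.0893 without mouse FAD_SPF_1148 and 0.0649 without mouse FAD_ABX_1455, in a range from 0.00564 to 0.101 over the alternatives. This list had a mean of 5.052 log2 CPM in mouse FAD_ABX_1151 and 4.597 in mouse FAD_ABX_1482, within or below the 5.046 to 5.289 of the SPF 5xFAD mice. In ABX WT mice the list lay between 2.887 and 3.442 log2 CPM and in SPF WT mice between 3.294 and 3.51. Within conditions, its median log2 fold change was 1.08 in SPF, 0.956 in GF and 1.46 in ABX mice.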

LXR and RXR signaling are involved in a wide range of Aβ-related effects and are also reported to promote anti-inflammatory effects in microglia [64]. 

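The oxidative phosphorylation list of the pathway analysis (35 genes tested) rose more with the 5xFAD transgenes in GF than in SPF mice, by a median of 0.577 on the log2 scale both over the 26 mice (camera, adjusted p = 4.08e-24) and over the 28 (adjusted p = 5.07e-22), with 34 of 35 genes higher. No single gene passed for this difference over all genes tested, and 25 of the 35 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The adjusted p-value ranged from 1.51e-26 to 0.0433 over the alternatives, the lowest with a family of 81 genes in place of the list. Gene length offsets gave the lowest median, 0.31. As large a difference arose in 6 of 100 regroupings of the mice, the real grouping included. Within conditions, the median log2 fold change of 5xFAD against WT was 0.275 in SPF, 0.86 in GF and 0.222 in ABX mice. The list mean lay between 5.88 and 6.45 log2 CPM in GF 5xFAD, between 5.564 and 5.777 in SPF 5xFAD and between 5.091 and 5.506 in GF WT mice. In mice FAD_ABX_1151 and FAD_ABX_1482 it was 5.323 and 6.017 log2 CPM. Between GF and ABX 5xFAD mice that share a numbering style, the median log2 fold change of the list was 0.492. The list for production of nitric oxide and reactive oxygen species in macrophages (37 genes tested) had a median difference of -0.0862 between GF and SPF mice, with adjusted p-values of 0.193 over the 26 mice and 0.162 over the 28, and 14 of 37 genes were higher. It passed with library size alone as the scaling (-0.165, adjusted p = 0.042, the lowest of a range up to 0.301), where the median of all genes shifted by -0.0783. Its median log2 fold change of 5xFAD against WT was -0.159 in SPF, -0.214 in GF and -0.144 in ABX mice.

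**Figure D3:**
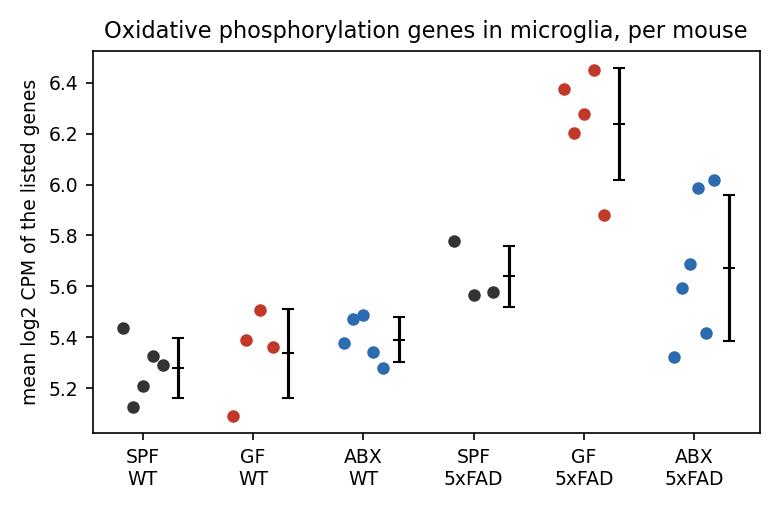
Mean log2 CPM of the oxidative phosphorylation list in each of the 28 mice (dots) by group, with the group mean and SD as a black bar. GF 5xFAD mice lie between 5.88 and 6.45 and SPF 5xFAD mice between 5.564 and 5.777.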

Remarkably, we detected predominantly in microglia from GF 5xFAD mice robustly increased expression of genes attributed to oxidative phosphorylation and mitochondrial dysfunction, while the induction of genes linked to production of nitric oxide and reactive oxygen species were reduced concomitantly (Fig. 4D, Additional file 11). Further, we noticed an increased expression of genes implicated in phagocytosis, such as phagosome maturation and Cdc42 signaling [26], predominantly in microglia from GF 5xFAD mice (Fig. 4C – F, Additional files 10, 11, 12). 

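Phagosome maturation genes (34 tested) had a median difference of 0.199 between GF and SPF mice in the log2 fold change of 5xFAD against WT, with adjusted p-values of 0.000171 over the 26 mice and 0.000298 over the 28 (camera), and 25 of 34 genes were higher. Over the alternatives the adjusted p-value ranged from 8.04e-11, which belongs to the V-ATPase and cathepsin family put in place of this list, to 0.0575. Of the phagosome maturation genes, 4 passed when adjusted over the list alone. Their list mean lay between 7.863 and 8.149 log2 CPM in GF 5xFAD and between 7.649 and 7.768 in SPF 5xFAD mice. It lay between 7.004 and 7.208 in GF WT and between 6.786 and 6.901 in SPF WT mice. Cdc42 signaling genes (23 tested) had a median difference of 0.241, with adjusted p-values of 0.00273 over the 26 mice and 0.00339 over the 28, 17 of 23 genes higher and 11 passing when adjusted over the list alone. As large a difference arose in 21 of 100 regroupings of the mice for phagosome maturation and in 9 for Cdc42 signaling, the real grouping included. Mouse FAD_ABX_1151 had a mean of 7.628 log2 CPM for phagosome maturation and 6.391 for Cdc42 signaling, and mouse FAD_ABX_1482 had 7.814 and 6.381. The median log2 fold change of 5xFAD against WT in SPF, GF and ABX mice was 0.439, 0.619 and 0.546 for phagosome maturation and 0.0615, 0.405 and 0.21 for Cdc42 signaling. Compared directly, GF 5xFAD mice exceeded SPF 5xFAD mice by a median of 0.381 for phagosome maturation, with 19 genes past an adjusted p-value of 0.05 (edgeR), and of 0.379 for Cdc42 signaling, with 11 genes.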

In sum, the data is indicating an altered activation state of microglia in GF 5xFAD mice, while microglial phagocytosis is preferentially enhanced under GF conditions.

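GF 5xFAD and SPF 5xFAD mice differed in 2467 genes over the 26 mice, 1314 higher and 1153 lower in GF 5xFAD mice (edgeR, adjusted p-value under 0.05). Over all 28 mice, 1962 genes differed, 1066 higher and 896 lower, and 1961 of them were among the 2467. With library size alone, 626 genes were higher and 1295 lower. The number was 547 without mouse FAD_SPF_1148 and 680 without mouse FAD_SPF_1146. At an equal depth of 14441610 reads, 16854 to 17424 genes were detected in GF 5xFAD and 18050 to 19261 in SPF 5xFAD mice. Whether this difference between the libraries contributed was not tested. In WT mice, 1799 of the 1962 genes changed in the same direction between GF and SPF housing. By the rule for named genes, the largest rises among the expressed genes were *Tuba4a* (1.36, SE 0.301, adjusted p = 0.00456), *Cox6a2* (1.26, SE 0.264, adjusted p = 0.00332) and *Cfap43* (1.18, SE 0.243, adjusted p = 0.00307) in log2 fold change. The largest falls were *Chml* (-1.85, SE 0.406, adjusted p = 0.0044), *Adcy8* (-1.84, SE 0.471, adjusted p = 0.0109) and *Mdc1* (-1.67, SE 0.241, adjusted p = 0.000354). In a fit of the GF and SPF 5xFAD mice alone, *Adcy8* had an adjusted p-value of 0.105, the highest of a range from 0.00148. The paper proposes an altered activation state of microglia in GF 5xFAD mice and a preferential enhancement of microglial phagocytosis under GF conditions.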

**Fig. 4:**
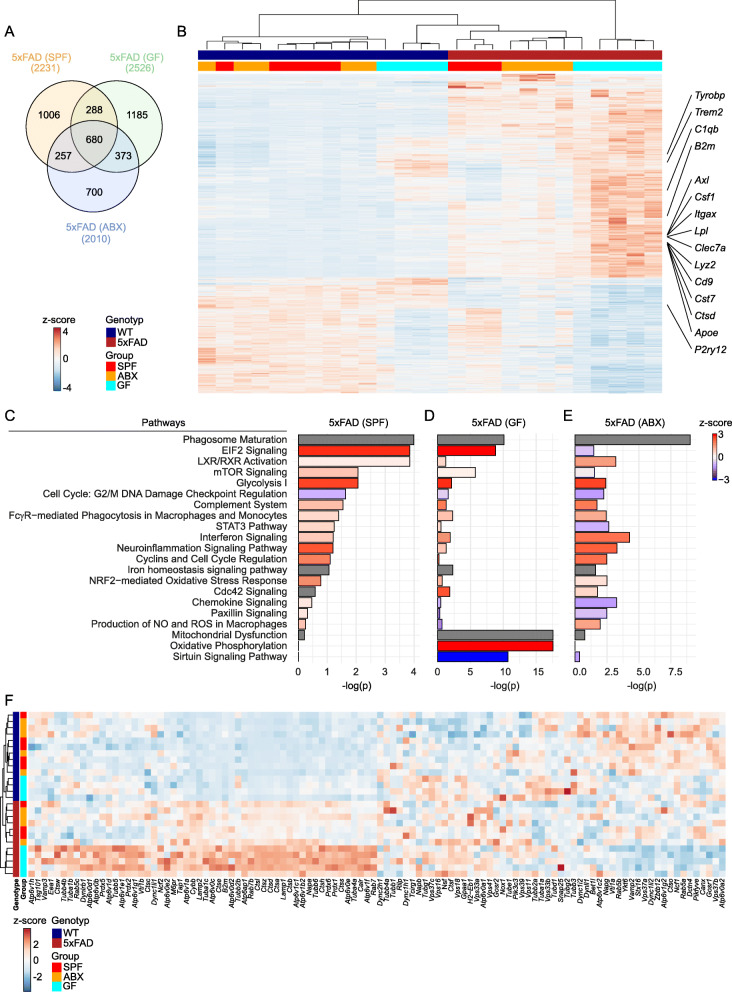
Altered microglial gene expression profiles in 5xFAD mice housed under GF conditions. (**a**) Venn diagram depicting the different regulated and overlapping genes between FACS-isolated hippocampal microglia of SPF, GF and ABX-treated 5xFAD animals compared to respective non-transgenic littermates of the same conditions (SPF/GF/ABX). (**b**) RNA-Seq analysis presenting mRNA expression profile of genes, whose expression was either induced or reduced with an adjusted *P* value < 0.0001 in hippocampal microglia of SPF, GF and ABX-treated transgenic 5xFAD animals and respective age-matched WT littermates. Representative genes are noted on the right. One column represents microglia from one individual mouse. Three to five mice were investigated per condition. Color code presents z-score (red: upregulated, blue: downregulated). Ingenuity pathway analysis (Qiagen) on differentially expressed genes in hippocampal microglia of SPF (**c**), GF (**d**) and ABX-treated (**e**) 5xFAD animals compared to respective WT littermates of the same housing/treatment conditions (SPF/GF/ABX) based on an RNA-sequencing analysis. Diagram depicts –log(p) value and predicted activation z-scores (red: increased activity, blue: reduced activity; grey: no predicted z-score available). (**f**) Heatmap of differently expressed genes attributed to the pathway ‘phagosome maturation’ of hippocampal microglia from SPF, GF and ABX-treated transgenic 5xFAD animals and respective age-matched WT littermates. Representative genes are noted on the bottom. One row represents microglia from one individual mouse. Three to five mice were investigated per condition. Color code presents z-score (red: upregulated, blue: downregulated)

Next, the differently expressed genes *ApoE* (Fig. 5A)*, P2ry12* (Fig. 5B)*, Clec7a* (Fig. 5C) and *Itgax* (Fig. 5D) were verified on protein level. We noticed an increased percentage of P2ry12^dim^/Iba1^+^ microglia in the hippocampus of GF 5xFAD mice (Fig. 5E & F), whereby TR^+^ plaque-associated microglia made up the majority of total P2ry12^dim^/Iba1^+^ cells (Fig. 5G & H). Furthermore, we confirmed increased *ApoE* and *Clec7a* expression in hippocampal microglia from GF 5xFAD mice as evident by increased percentages of ApoE^+^/Iba1^+^ (Fig. 5I – L) and Clec7a^+^/Iba1^+^ plaque-associated and non-plaque-associated microglia (Fig. 5M – P). Additionally, we observed elevated expression of CD11c^+^ hippocampal microglia from GF 5xFAD mice by flow cytometry (Fig. 5Q - S). Taken together, these findings demonstrate that the previously described AD-linked activation signature of microglia [23, 27] can be modulated by host microbiota.

**Fig. 5:**
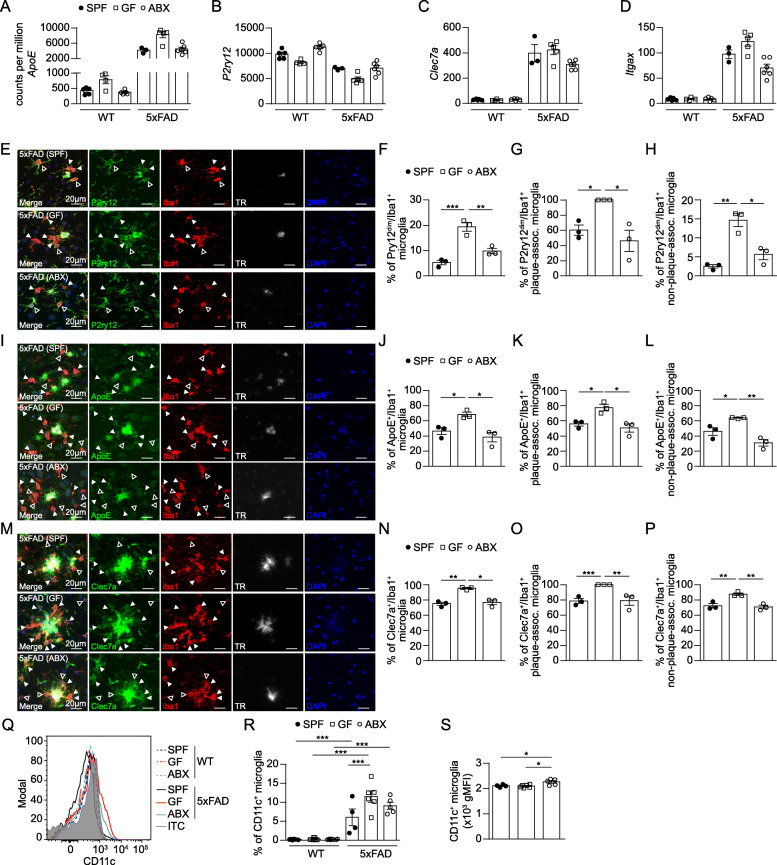
Altered expression of activation markers in hippocampal microglia from GF 5xFAD mice. Expression levels (counts per million) of (**a**) *ApoE*, (**b**) *P2ry12*, (**c**) *Clec7a* and (**d**) *Itgax* in hippocampal microglia from SPF, GF and ABX-treated 5xFAD and age-matched WT mice, based on RNA-seq data depicted in Fig. 4. Each symbol represents one mouse. Data are presented as mean ± s.e.m. (**e**) Representative immunofluorescence images of Iba1^+^ (red), P2ry12^+^ (green) microglia and TR^+^ (white) Aβ on parasagittal hippocampal sections from SPF, GF and ABX-treated 5xFAD mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. White arrowheads indicate P2ry12^dim^/Iba1^+^ microglia and non-filled arrowheads show P2ry12^bright^/Iba1^+^ microglia. Quantification of the percentage of (**f**) total parenchymal P2ry12^dim^/Iba1^+^ microglia (**g**) TR^+^ plaque-associated P2ry12^dim^/Iba1^+^ microglia and (**h**) non-plaque-associated P2ry12^dim^/Iba1^+^ microglia in hippocampi of SPF, GF and ABX-treated 5xFAD mice. (**i**) Representative immunofluorescence images of Iba1^+^ (red) ApoE^+^ (green) microglia and TR^+^ (white) Aβ on parasagittal hippocampal sections from SPF, GF and ABX-treated 5xFAD mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. White arrowheads indicate ApoE^+^/Iba1^+^ microglia and non-filled arrowheads show ApoE^−^/Iba1^+^ microglia. Quantification of the percentage of (**j**) total parenchymal ApoE^+^/Iba1^+^ microglia (**k**) TR^+^ plaque-associated ApoE^+^/Iba1^+^ microglia and (**l**) non-plaque-associated ApoE^+^/Iba1^+^ microglia in hippocampus from SPF, GF and ABX-treated 5xFAD mice. (**m**) Representative immunofluorescence images of Iba1^+^ (red) Clec7a^+^ microglia (green) and TR^+^ (white) on coronal hippocampal sections from SPF, GF and ABX-treated 5xFAD mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. White arrowheads indicate Clec7a^+^/Iba1^+^ microglia and non-filled arrowheads show Clec7a^−^/Iba1^+^ microglia. Quantification of the percentage of (**n**) total parenchymal Clec7a^+^/Iba1^+^ microglia (**o**) TR^+^ plaque-associated Clec7a^+^/Iba1^+^ microglia and (**p**) non-plaque-associated Clec7a^+^/Iba1^+^ microglia in hippocampus of SPF, GF and ABX-treated 5xFAD mice. Each symbol represents one mouse. At least three slides were examined per individual mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA (*P < 0.05, **P < 0.01, ***P<0.001). Data are representative of two independent experiments. (**q**) Representative cytometric graph of CD11c^+^ labelled microglia from SPF (black line), GF (red line) and ABX-treated (blue line) 5xFAD mice and respective age-matched WT mice (dashed lines), compared to the isotype control (green line). In addition, quantifications of (**r**) percentages and (**s**) geometric mean fluorescence intensities (gMFI) of CD11c^+^ microglia cells are depicted. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test or by one-way ANOVA followed by Tukey’s post-hoc comparison test (*P<0.05, ***P < 0.001). Data are representative of three independent experiments

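In WT mice, *Apoe* reached 403 ± 108 CPM (SD, n = 5) in SPF, 758 ± 252 CPM (SD, n = 4) in GF and 353 ± 61.4 CPM (SD, n = 5) in ABX mice. In 5xFAD mice it reached 4142 ± 771 CPM (SD, n = 3) in SPF, 8731 ± 1939 CPM (SD, n = 5) in GF and 4479 ± 1243 CPM (SD, n = 6) in ABX mice. *P2ry12* reached 9523 ± 927 CPM in SPF WT, 8096.5 ± 470.5 CPM in GF WT, 10744 ± 821 CPM in ABX WT, 7015 ± 391.9 CPM in SPF 5xFAD, 5269 ± 847 CPM in GF 5xFAD and 7114 ± 1208 CPM in ABX 5xFAD mice, with the same numbers of mice. *Clec7a* lay at 29.5 ± 5.46 CPM in SPF WT, 26.2 ± 6.22 CPM in GF WT and 29.8 ± 7.64 CPM in ABX WT mice, and at 399 ± 126 CPM in SPF 5xFAD, 453 ± 89 CPM in GF 5xFAD and 309 ± 29.9 CPM in ABX 5xFAD mice. *Itgax* was measured at 8.29 ± 2.47 CPM in SPF WT, 8.92 ± 2.82 CPM in GF WT and 8.17 ± 3.33 CPM in ABX WT mice, and at 97.8 ± 16 CPM in SPF 5xFAD, 131 ± 22.5 CPM in GF 5xFAD and 71.1 ± 19.4 CPM in ABX 5xFAD mice. Mouse FAD_ABX_1151 had 2922 CPM of *Apoe*, 7356 of *P2ry12*, 306 of *Clec7a* and 90.1 of *Itgax*, and mouse FAD_ABX_1482 had 6434, 5285, 312 and 61.8 CPM. Among GF 5xFAD mice, mouse FAD_GF_201 had 5321 CPM of *Apoe* and the other 4 mice between 9253 and 10154 CPM. For each of these genes, the difference between 5xFAD and WT mice passed an adjusted p-value of 0.05 in all 3 conditions (edgeR), the highest being 0.0255 for *P2ry12* in SPF mice. That of *P2ry12* in SPF mice was 0.0726 without mouse WT_SPF_912, 0.0545 without mouse WT_SPF_925, 0.0697 without mouse FAD_SPF_1144, 0.161 without mouse FAD_SPF_1146, 0.12 without mouse FAD_SPF_1148 and 0.0553 with gene length offsets, in a range from 1.84e-05 to 0.161.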

### Microbiota-dependent enhanced microglial phagocytosis of Aβ debris is age-related

Since it is well acknowledged that microglia become exhausted during chronic exposure to Aβ debris in mouse and human, we further examined whether microglial clearance capacity is sustained in later AD disease stage. First, we quantified Iba1^+^ parenchymal microglia numbers in the hippocampi of 10 months old SPF, GF and ABX 5xFAD mice and non-transgenic controls (Fig. 6A & B). In contrast to 4 months old animals, differences in microglial densities became indistinguishable in the 5xFAD mice at 10 months of age. In addition, the numbers of TR^+^ Aβ plaque-associated microglia were similar in all three experimental groups (Fig. 6C). In ex vivo flow cytometric analysis, the percentage of methoxy-X-O4^+^ microglia showed no differences (Fig. 6D – F, Suppl. Fig. 5B), thus demonstrating the age-dependency of microbiota-controlled microglial Aβ phagocytosis.

**Fig. 6:**
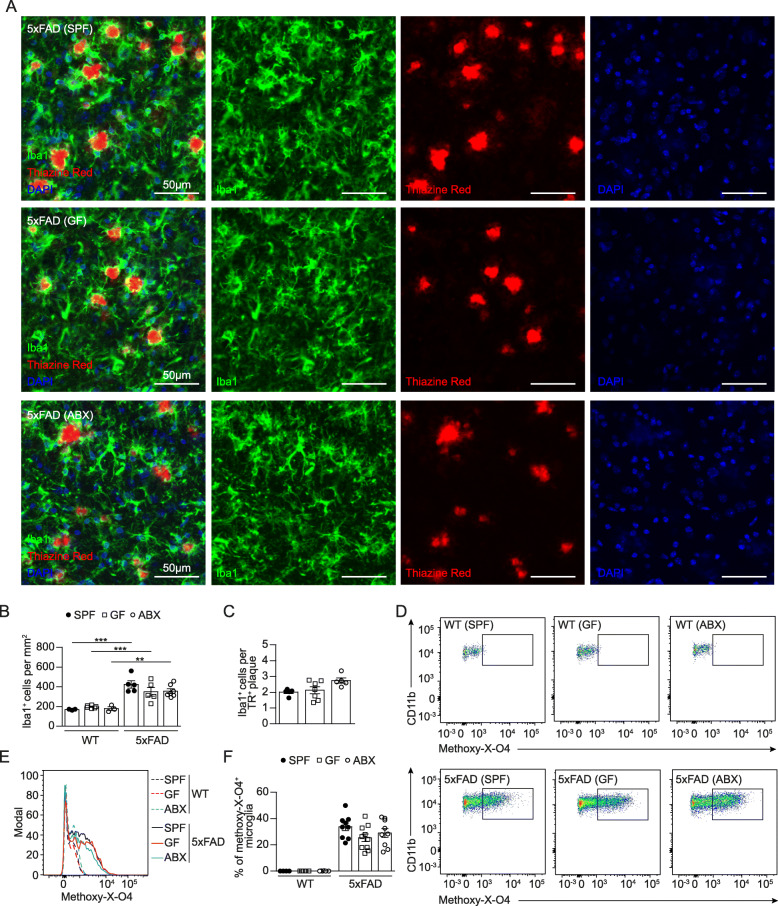
Equalized microglial Aβ phagocytosis in the hippocampus of aged 5xFAD mice. (**a**) Representative immunofluorescence images of TR (red) and Iba1 (green) on coronal hippocampal sections from 10 months old 5xFAD mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. Quantification of (**b**) Iba1^+^ parenchymal in hippocampus of 5xFAD and age-matched WT mice. Quantification of (**c**) TR^+^ plaque-associated microglia in 5xFAD mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni post-hoc comparison test (**P < 0.01, ***P < 0.001). (**d**) Gating of CD11b^+^methoxy-XO4^+^microglia from SPF, GF and ABX-treated 5xFAD mice and age-matched WT controls. Representative flow cytometric dot plots are shown. (**e**) Representative cytometric graph of methoxy-X-O4^+^ labelled microglia from SPF (black line), GF (red line) and ABX-treated (blue line) 5xFAD mice and respective WT controls (dashed lines). (**f**) Quantification of percentages of methoxy-X-O4^+^ labelled microglia cells are depicted. Each symbol represents one mouse. Data are presented as mean ± s.e.m.: No significant differences were detected by two-way ANOVA followed by Bonferroni post-hoc comparison test. Data are representative of three independent experiments

## Discussion

Recent studies uncovered an essential contribution of host microbiota during neurodegenerative diseases including AD, however, the cellular and functional mechanisms involved in the disease progression are not yet understood. Here, we examined the influence of distinct gut microbiota modulation strategies on microglia in the context of AD. Colonized 5xFAD mice, housed under SPF conditions, showed robust hippocampal Aβ pathology at early (4 months) and later disease stages (10 months), resulting thereby in disease stage-dependent neuronal loss and hippocampal-associated memory deficits. In contrast, constitutive (GF) or induced (ABX) depletion of the host’s bacteria significantly alleviated Aβ depositions and improved memory function. Importantly, constitutive and induced microbiota depletion strategies resulted in activation of different Aβ clearing mechanisms by the brain’s endogenous macrophages, the microglia. In GF 5xFAD mice microglial Aβ uptake was increased, while this was not the case upon ABX-treatment of 5xFAD mice.

In general, commensal bacteria are a well-known factor in maintaining the host’s physiology [41], including the innate and adaptive immune system in several tissues and compartments [16]. Moreover, alterations in the microbiota composition were linked to various human diseases, including several CNS disorders [7, 45, 55, 57, 58]. Their contribution to neurological health is studied extensively, however it is partially challenging to elucidate whether gut bacteria are a causative, propagative, or preventive factor during human health and disease. Nevertheless, growing evidence from preclinical studies suggests that gut bacteria are an essential factor contributing to CNS homeostasis and pathological conditions [6, 14, 20, 42, 50]. We previously identified that the commensal bacteria (presumably in the gut, due to their highest abundance) maintain microglial maturation and function in the CNS as evident by increased microglial numbers, highly branched arborization and altered gene expression patterns [12]. Interestingly, already during embryonic brain development, microglia features are essentially controlled by gut microbiota in a gender-dependent manner [54].

In accordance with our own and previous observations [18, 34] showing that host microbiota boost AD pathology, emerging evidence implies that gut microbes influence the pathogenesis of various neurodegenerative CNS diseases [4, 13, 43]. However, it remained largely unclear how this effect might be mediated. Harach and colleagues reported, for instance, less Iba1^+^ microglia accumulation in AD 3.5 and 8 months old mice under GF conditions [18]. In contrast, by using the more aggressive 5xFAD mouse model, we found in the hippocampus of GF housed transgenic mice an increased microglia density at 4 months of age. Of note, microglial numbers were equalized at later stages of the disease at 10 months of age. These data indicate certain limitations related to the different AD mouse models, as well as disease stage-dependent divergences. Despite the usage of constitutive gnotobiotic mouse models, which are highly artificial and untranslatable to the human situation, long-term manipulation of the gut microbiota with a cocktail of antibiotics was described to result in decreased Aβ burden in APP_SWE_/PS1_ΔE9_ AD model mice compared to non-treated controls [34]. In line, we observed diminished Aβ depositions in ABX-treated 5xFAD mice at both, early (4 months) and late (10 months) time points. This finding suggests that the disease pathology can be alleviated even at a progressed state, which could be useful for possible late therapeutic interventions. Notably, in ABX-treated 5xFAD mice microglial density turned out to be on same levels as observed in SPF housed transgenic controls, complementary to unchanged microglia abundance during homeostatic conditions in non-transgenic WT mice as described before [12, 35, 54]. Importantly, we determined that diminished Aβ burden in GF and ABX-treated 5xFAD mice resulted at later stages in reduced neuronal loss and in turn attenuated hippocampus-associated memory loss.

How does the microbiota shape AD progression? Generally, the equilibrium between Aβ production and clearance is regarded to be crucial for the Aβ burden in AD brain [22]. In addition, impaired Aβ removal rather than increased Aβ generation has been associated to the etiology of sporadic AD in humans [32]. The production of Aβ and APP processing was not altered in transgenic SPF, GF and ABX-treated 5xFAD mice. However, GF 5xFAD mice displayed an increased microglia accumulation close to Aβ plaques, containing more Aβ debris intracellularly compared to 4 months old SPF and ABX-treated 5xFAD mice, indicative of amplified phagocytic removal of Aβ. 

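*Tyrobp*, on chromosome 7 of GRCm38 from 30413760 to 30417585, reached 3277 ± 711 CPM (SD, n = 5) in microglia from GF 5xFAD, 1957 ± 157 CPM (SD, n = 3) from SPF 5xFAD and 1823 ± 328 CPM (SD, n = 6) from ABX 5xFAD mice. *C1qb*, on chromosome 4 from 136880129 to 136886187, reached 12636 ± 857 CPM (SD, n = 5) in GF 5xFAD, 8197 ± 781 CPM (SD, n = 3) in SPF 5xFAD and 8748 ± 1606 CPM (SD, n = 6) in ABX 5xFAD mice. In mouse FAD_ABX_1151 *Tyrobp* was at 1520 CPM and *C1qb* at 6505 CPM, and in mouse FAD_ABX_1482 at 2287 and 11469 CPM. Between GF and SPF 5xFAD mice, *Tyrobp* had a log2 fold change of 0.74 (SE 0.154) and an adjusted p-value of 0.000954 over the 26 mice and 0.00316 over the 28 (edgeR). The log2 fold change of *C1qb* was 0.62 (SE 0.117), with adjusted p-values of 3.37e-05 and 0.00178. All 5 GF 5xFAD mice exceeded the highest SPF 5xFAD mouse for both genes (exact permutation test, two-sided, p = 0.0357 for *Tyrobp* and 0.0179 for *C1qb*). In WT mice, the log2 fold change between GF and SPF housing was 0.04 for *Tyrobp* (adjusted p = 0.929), and -0.04 without mouse WT_GF_230. It was 0.39 for *C1qb* in WT mice (adjusted p = 0.00607 over the 26 mice and 0.0562 over the 28, with a range from 0.0001 to 0.221). The 5xFAD effect on *Tyrobp* was lower in ABX than in GF mice by -0.91 on the log2 scale over the 26 mice (adjusted p = 0.0105) and by -0.88 over the 28 (adjusted p = 0.0157). For GF against SPF mice the interaction was 0.70 for *Tyrobp* (adjusted p = 0.393) and 0.24 for *C1qb* (adjusted p = 0.718), and with gene length offsets that of *C1qb* was -0.02. That of *Tyrobp* passed with voomWithQualityWeights (adjusted p = 0.0418, and 0.0325 on the 26 mice, the lowest of a range up to 0.771). Adjusted over the 15 named genes alone its p-value was 0.0293, which is not independent evidence because the study chose the genes on these libraries.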

Consistent with these observations, several molecules regulating phagocytosis, such as *Trem2*, its adapter TYRO protein tyrosine kinase binding protein (*Tyrobp*), complement receptors (e.g. complement C1q subcomponent subunit B, *C1qb*) and *Apoe* were elevated in microglia from GF 5xFAD mice. For the lipoproteins, and in particular APOE, it is known that compact Aβ aggregates can be phagocytosed more efficiently by microglia [52, 61]. 

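The 5xFAD effect on *Clec7a*, *P2ry12* and *Itgax* was compared between GF and SPF mice with the interaction term of the edgeR model. It differed by 0.35 on the log2 scale for *Clec7a* (adjusted p = 0.773), by -0.18 for *P2ry12* (adjusted p = 0.809) and by 0.31 for *Itgax* (adjusted p = 0.876). Similar tests of other activation genes gave 0.58 for *Cst7* (adjusted p = 0.661), 0.34 for *Cd9* (adjusted p = 0.548) and -0.13 for *Axl* (adjusted p = 0.959). *Axl* changed sign in 2 of the 28 fits that each left out 1 mouse.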

Remarkably, several genes (such as *Clec7a*, *P2ry12*, *Itgax* and others), that have been recently associated to Aβ activated microglia in AD mouse models [23, 27], as well as in human AD brains [56, 63], displayed altered expression in microglia from GF 5xFAD mice, indicating a certain microbiota-dependent influence on this microglial activation state. In addition, the microglial expression levels of genes attributed to neuroinflammation and chemokine signaling pathways were suppressed under GF conditions and partially reduced after ABX treatment. 

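Comparing GF with SPF 5xFAD mice directly, the median log2 fold change was -0.0952 for the neuroinflammation signaling list (24 of 56 genes higher, unadjusted p = 0.154 with camera and 0.00137 with fry) and -0.0891 for the chemokine signaling list (8 of 19 genes higher, unadjusted p = 0.0899 with camera and 0.00272 with fry). A separate list of chemokines and their receptors, fixed beforehand, differed between GF and SPF mice in its 5xFAD effect by a median of -0.0262 (camera, adjusted p = 0.801). Between ABX and SPF mice the same list differed by a median of 0.0939 (adjusted p = 0.801).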

Despite the potential direct neurotoxic effects of such molecules, as it was proposed in the context of Parkinson’s diseases [43], cytokine expression is also implicated in affecting microglial phagocytosis [3]. Of note, the observed elevated uptake of Aβ depositions in GF 5xFAD mice was found to be equalized at later stages of the disease. In contrast to GF 5xFAD mice, acutely induced microbiota depletion by ABX did not increase microglial uptake of Aβ at early or late stages of the disease as compared to the SPF condition, suggesting other mechanisms of microbiota-driven Aβ clearance.

It was further reported that conventionally housed transgenic APPPS1 mice harbor alterations in gut microbiota composition, including increased abundance of e.g. *Rikenellaceae*, compared to the WT littermates. In the 5xFAD mouse model, slight changes in the composition of the fecal microbiota were also described compromising *Bacteroidetes* and *Firmicutes* [5]. However, in our 16S analysis of caecal contents we observed no major alterations (with a q-value < 0.05). In a rather small study, microbiota analysis of AD patients revealed declined microbial diversity as compared with control patients [58]. However, clinical implications of microbiota alterations need to be further clarified in future studies.

In conclusion, we found that host microbiota controlled microglia-mediated uptake of Aβ depositions in the 5xFAD mouse model of AD, whereas we observed different effects of constitutive (as in GF conditions) and induced microbiota modulation (by ABX) as well as disease stage-dependent mechanisms. 

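Between ABX and SPF 5xFAD mice, 36 genes passed an adjusted p-value of 0.05 over the 26 mice, 14 higher and 22 lower in ABX mice (edgeR). Over the 26 mice this comparison cannot be told apart from numbering style, since mouse FAD_ABX_1151 is the only ABX 5xFAD mouse of the second style. Over all 28 mice the number was 0, with 1085 genes at an unadjusted p-value under 0.05, and without mouse FAD_ABX_1151 it was 59. With limma's voomWithQualityWeights, which the paper names, more genes passed over the 28 mice and over the 26. Those numbers are given in the part on how the results depend on the processing. ABX and GF 5xFAD mice differed in 1601 genes over the 26 mice (709 higher and 892 lower in ABX mice) and in 1621 over the 28 (692 higher and 929 lower), with 1252 genes in common. With library size alone, 1173 of 1727 genes were higher and 554 lower in ABX mice. The number over the 28 mice was 980 without mouse FAD_ABX_1151, 1072 without mouse FAD_GF_181 and 2497 without mouse FAD_ABX_1482. In WT mice, GF and SPF housing differed in 659 genes over the 26 mice (348 higher and 311 lower in GF mice) and in 248 over the 28 (133 higher and 115 lower). Without mouse WT_GF_229 the number in WT mice was 54. ABX and SPF WT mice differed in 0 genes over the 28 mice, with 687 at an unadjusted p-value under 0.05.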

RNA-seq analysis of FACS-purified hippocampal microglia uncovered distinct microbiota-dependent gene expression patterns including genes attributed to e.g. phagocytosis or complement signaling. 

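*Apoe* was lower in ABX than in GF 5xFAD mice by a log2 fold change of -0.96 (SE 0.205, adjusted p = 0.00399 over the 26 mice and 0.00391 over the 28, edgeR). The corresponding log2 fold change was -0.99 for *Cst7* (SE 0.187, adjusted p = 0.00568 and 0.00158) and -0.89 for *Itgax* (SE 0.226, adjusted p = 0.0191 and 0.0124). *Clec7a* had a log2 fold change of -0.55 (SE 0.166, adjusted p = 0.0626 over the 26 mice and 0.0306 over the 28). Against SPF 5xFAD mice, none of these genes passed in ABX 5xFAD mice, with log2 fold changes of 0.11 for *Apoe* (adjusted p = 0.94), -0.07 for *Cst7* (0.967), -0.46 for *Itgax* (0.739) and -0.37 for *Clec7a* (0.722).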

Further, we found genes ascribed to AD-linked activation of microglia such as *Cst7*, *Clec7a*, *Apoe* or *Itgax* being expressed in a microbiota-dependent manner. These results provide deeper knowledge about the high plasticity of the gut-microglia connection and treatment of microglia-mediated CNS diseases.

## Supplementary information

**Additional file 1: Supplementary Fig. 1**: Determination of intestinal bacterial loads and microbiota composition analysis. **(A**) Photograph of caeca from 4- and 10- months old SPF, GF and ABX-treated mice with ruler for scaling and (**B**) relative caecal weight referred to the body weight, and (**C**) absolute body weight. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (***P < 0.001). Data are representative of four independent experiments. (**D**) Gating on DAPI^−^Syto9^+^ live bacteria of fecal samples from SPF, GF and ABX-treated mice. Representative flow cytometric dot plots are shown. (**E**) Percentages of live gram+ and gram- bacteria and (**F**) quantification of live bacteria per mg fecal sample are depicted. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (***P < 0.001). Data are representative of four independent experiments. (**G-J**) Microbial species richness (alpha diversity; Shannon and Simpson indices) in caecal contents from 4 months old SPF and ABX-treated 5xFAD mice and respective age-matched WT controls. (**K**) Microbial clustering is shown based on Bray-Curtis dissimilarity principal coordinate analysis (PCoA) metrics of caecal contents from 4 months old SPF and ABX-treated 5xFAD mice and respective age-matched WT controls. Ellipsoids represent a 95% confidence interval surrounding each group. Non-parametric analysis of variance (Adonis) was used to test significant difference between groups on PCoA plot; *p* < 0.001 for tested groups.

**Additional file 2: Supplementary Fig. 2.** Absence of host microbiota reduces hippocampal Aβ depositions in 5xFAD mice. (**A**) Representative immunofluorescence images of 6E10^+^ (red) compact and diffuse Aβ plaques in the hippocampus of 4 months old SPF, GF and ABX-treated 5xFAD mice**.** Nuclei were stained with DAPI (blue). Overview of hippocampus and magnification of subiculum (dashed line) are shown. Scale bars represent 300 μm (overview) and 50 μm (insert). (**B**) Quantification of the number of 6E10^+^ Aβ-plaques per mm^2^, (**C**) percentage of 6E10^+^ area and (**D**) average 6E10^+^ plaque size (μm^2^) in coronal hippocampal sections of SPF, GF and ABX-treated 5xFAD mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (***P < 0.001). Data are representative of four independent experiments. (**E**) Insoluble Aβ42/Aβ40 and (**F**) soluble Aβ42/Aβ40 ratio of hippocampal brain extracts from 4 months old SPF, GF and ABX-treated 5xFAD mice. ELISA for (**G**) insoluble Aβ42, (**H**) insoluble Aβ40, (**I**) soluble Aβ42, (**J**) soluble Aβ40, **(K)** ratio of insoluble Aβ42/ Aβ40 and ratio of soluble Aβ42/ Aβ40 of hippocampal brain extracts of 10 months old SPF, GF and ABX-treated 5xFAD mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of two independent experiments. (**L**) Representative immunoblots of hippocampal brain homogenates of 10 months old SPF, GF and ABX-treated 5xFAD mice against human APP-FL, CTF-β, CTF-α, BACE1, ADAM10, PS1, PS2, PEN2, Nicastrin, and Aβ (6E10). β-Actin was used as loading control. Each lane represents one mouse. Quantification of (**M**) APP-FL, (**N**), CTF-β, (**O**) CTF-α, (**P**) BACE1, (**Q**) ADAM10, (**R**) PS1, (**S**) PS2, (**T**) PEN2, (**U**) Nicastrin, and (**V**) Aβ (6E10) protein levels normalized to β-Actin. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (*P < 0.05, **P < 0.01). Homogenates of three mice per group were used. (**W**) Representative immunofluorescence images of 6E10^+^ compact and diffuse Aβ plaques in the hippocampus of 10 months old 5xFAD mice. Nuclei were stained with DAPI (blue). Overview of hippocampus and magnification of subiculum (dashed line) are shown. Scale bars represent 300 μm (overview) and 50 μm (insert). (**X**) Quantification of the number of 6E10^+^ Aβ-plaques per area (mm^2^), (**Y**) percentage of 6E10^+^ area and (**Z**) average 6E10^+^ plaque size (μm^2^). Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (*P < 0.05, ***P < 0.001). Data are representative of three independent experiments.

**Additional file 3: Supplementary Fig. 3.** Memory function in 4 months old SPF, GF and ABX-treated 5xFAD mice. (**A**) Ratio of right versus left arm entries in the T-maze spontaneous alternation test of 10 months old SPF and GF or (**B**) SPF and ABX-treated 5xFAD and age-matched WT mice. (**C-F**) T-maze of 4 months old SPF and GF mice or (**G-J**) SPF and ABX-treated 5xFAD, as well as respective age-matched WT mice. (**K-M**) Novel object recognition task of 4 months old SPF and GF 5xFAD, as well as age-matched WT mice or (**N-P**) SPF and ABX-treated 5xFAD, as well as WT mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. Significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test (*P < 0.05, **P < 0.01, ***P < 0.001). Data are representative of three independent experiments. (**Q**) Representative immunofluorescence images of NeuN^+^ neurons (green) and TR^+^ (red) compact Aβ-plaques in the subiculum of the hippocampus of 4 months old SPF, GF and ABX-treated 5xFAD and respective age-matched WT mice**.** Nuclei were stained with DAPI (blue). Overview of hippocampus and magnification of subiculum (dashed line) are shown. Scale bars represent 200 μm (overview) and 50 μm (insert). (**R**) Quantification of the number of NeuN^+^ neurons per mm^2^ in the subiculum (Sub) of sagittal hippocampal sections from SPF, GF and ABX-treated 5xFAD and WT mice. Each symbol represents one mouse. Data are presented as mean ± s.e.m. No significant differences were determined by two-way ANOVA followed by Bonferroni’s post-hoc comparison test. Data are representative of two independent experiments.

**Additional file 4: Supplementary Fig. 4.** Microglial density in hippocampus of 4 months old 5xFAD mice. (**A**) Representative immunofluorescence images of Iba1^+^ (green) microglia on coronal hippocampal sections of 4 months old SPF, GF and ABX-treated WT mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. (**B**) Representative immunofluorescence images of 6E10 (red) and Iba1 (green) on coronal hippocampal sections of 4 months old 5xFAD mice. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. (**C**) Quantification of 6E10^+^ plaque-associated microglia. Each symbol represents one mouse. Data are represented as means ± s.e.m. Significant differences were determined by one-way ANOVA followed by Tukey’s post-hoc comparison test (**P < 0.01, ***P < 0.001). Data are representative of two independent experiments.

**Additional file 5: Supplementary Fig. 5.** Gating of hippocampal microglia in 5xFAD mice and non-transgenic controls. Gating of CD11b^+^CD45^low^ microglia from (A) 4 months old or (B) 10 months old SPF, GF and ABX-treated 5xFAD mice and age-matched WT controls. Representative dot plots are shown.

**Additional file 6.** Table 1. Maaslin Analysis Output (H2O Group for Genotype Comparison).

**Additional file 7.** Table 2. Maaslin Analysis Output (ABX Groups for Genotype Comparison).

**Additional file 8.** Table 3. Venn-diagram related genes.

**Additional file 9.** Table 4. List of DEG.

**Additional file 10.** Table 5. Pathway analysis SPF FAD vs WT.

**Additional file 11.** Table 6. Pathway analysis GF FAD vs WT.

**Additional file 12.** Table 7. Pathway analysis ABX FAD vs WT.

## Data Availability

All sequencing data (RNA-seq) are available at Gene Expression Omnibus (GEO: GSE154428).

How the deposited data were processed for this re-analysis (not part of the article)

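RNA of FACS-isolated hippocampal microglia from 28 mice in 6 groups was sequenced in the study. The labels give an age of 16 weeks and 8 weeks of antibiotics, where the paper gives 4 and 2 months. The authors aligned the reads to GRCm38 with STAR and counted them with featureCounts, and the deposited values are raw counts per gene without normalization. Gene lengths in the same table are summed exon lengths that the authors' counting gave. Of the 48587 gene symbols, 46484 are names in GENCODE M21. The 92 spike-in entries were left out, since they held at most 12 reads in a library, up to 6.4e-05 percent of its reads. All per-sample columns of the table were used.

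The groups are 5 SPF WT, 4 GF WT, 5 ABX WT, 3 SPF 5xFAD, 5 GF 5xFAD and 6 ABX 5xFAD mice, taken from the labels. Mouse FAD_GF_201 is labelled a 5xFAD mouse in its title and genotype and a WT mouse in its description, and was used as a GF 5xFAD mouse because Fig. 4B and Fig. 5 show 5 of these. Library totals ranged from 16939825 to 25751625 reads in SPF WT, from 15182194 to 22058726 in GF WT, from 14441610 to 29977395 in ABX WT, from 18484662 to 20207938 in SPF 5xFAD, from 20192168 to 26117479 in GF 5xFAD and from 15538689 to 25015029 in ABX 5xFAD mice. At this depth the spread between mice, not counting noise, set the precision of expressed genes. The first 3 principal components of log2 CPM held 22.5, 8.01 and 6.08 percent of the variance.

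Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15298 genes over 28 mice and 15278 over 26. Counts were scaled by TMM, and the quasi-likelihood test was run on a model with 1 term per group. Contrasts covered 5xFAD against WT in each condition, the conditions within each genotype and the interactions between them, and an F test covered all groups. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with thresholds of 0.05 and, for the F test, 0.0001. CPM values were scaled by TMM, except those of *Xist* and of the cell type markers and their lists, which refer to the library totals. Log2 CPM values of gene lists used a prior count of 2, and those of cell type lists a prior count of 1. Single genes were also compared between groups with exact two-sided permutation tests on log2 CPM.

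Pathway lists were the union of the molecules in Additional files 10, 11 and 12 and were tested with camera of limma 3.58.1 at a preset correlation of 0.01, beside fry and camera with an estimated correlation. Other lists were fixed before testing: the oxidative phosphorylation, V-ATPase and cathepsin, and ribosomal protein families, interferon-stimulated genes, LXR target genes, chemokines and receptors, and markers of 9 cell types (neutrophil, border-associated macrophage, neuron, astrocyte, oligodendrocyte, endothelial cell, B cell, T cell and erythrocyte). Single genes are named by a rule: the 15 genes the paper names for microglial activation and phagocytosis, the 3 largest rises and 3 largest falls among genes past the threshold with an average of at least 3 log2 CPM for GF and ABX against SPF 5xFAD mice and for the interactions of GF and ABX with SPF mice, marker genes where their list is reported, and *App*, *Xist* and *Ddx3y* as checks of the labels. A further gene of these checks is not reported here. Of these 4 comparisons, only that of GF with SPF 5xFAD mice had such rises and falls over the 28 mice, among 1754 eligible genes.

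The alternatives were RLE factors or library size alone in place of TMM, no low-count filter, at least 10 counts in every library, gene length offsets, GC content offsets, DESeq2 1.42.0, limma's voomWithQualityWeights, which the paper names, a fit of only the groups compared, other thresholds, the other set tests, lists of genes fixed beforehand, and leaving out each mouse in turn. GC content was known for 98.5 percent of the tested genes, 512 genes of the table through an older name. Voom without sample weights and the 26 mice without mice FAD_ABX_1151 and FAD_ABX_1482 were added after the values were seen. Of 105 results for named genes that involve no ABX mice, 1 changed its side of the threshold over the 26 mice and 0 changed direction, and of 126 that involve them, 3 changed side and 3 changed direction.

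The procedure was tested on simulated data with 200 changed genes, a log2 fold change of 1.5 and a dispersion of 0.0882. edgeR recovered 97 percent of these genes with 5 against 4 mice at 3.48 percent false calls, voomWithQualityWeights 96.5 percent at 4.46 percent and DESeq2 97.5 percent at 8.88 percent. With a simulated length trend, 77.1 percent of the edgeR calls were false without offsets and 8.92 percent with them. A shift of 0.5 given to the oxidative phosphorylation list was recovered as 0.616, and 1 list passed under camera and under fry. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Data other than the sequencing of microglia were not analysed here.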

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

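The tests of a small library, of other cell types and of fewer RNA molecules in mouse FAD_ABX_1482, and every test of neutrophil transcripts, border-associated macrophage transcripts and mouse FAD_GF_201, were chosen only after the result was seen, and the other tests in this part were set beforehand.

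Single mice were compared with the rest of their group in 217 groups of values, by dividing the gap between the highest or lowest mouse and the nearest other mouse by the range of the group. In 25 groups this share was above Dixon's critical value, where chance alone gives about 11. In SPF WT mice, mouse WT_SPF_928 stood apart in the neuron list by a share of 0.75 (-1.41 against -2.05 to -1.89 log2 CPM in the other mice), in the T cell list by 0.804 (-3.42 against -4.34 to -4.16) and in the Cdc42 signaling list by 0.805 (6.238 against 6.048 to 6.085). Mouse WT_GF_199 stood apart in *C1qb* by 0.843 (7282 against 9404 to 9798 CPM), in the share of reads taken by the top 10 genes by 0.867 (11 against 12.3 to 12.5 percent), in the ribosomal protein family by 0.964 (2.836 against 3.297 to 3.314 log2 CPM) and in the neutrophil list by 1 (-4.19 against -4.34, the value at no reads). Mouse WT_GF_230 did so in the astrocyte list by 0.854 (-0.121 against -1.06 to -0.923) and in the interferon signaling list by 0.836 (6.077 against 5.46 to 5.561). Among ABX WT mice, mouse WT_ABX_911 stood apart in *Ctsd* by 0.882 (8525 against 9402 to 9520 CPM) and in the list for nitric oxide and reactive oxygen species by 0.782 (6.496 against 6.625 to 6.661 log2 CPM). Mouse WT_ABX_932 had the largest library of that group by 0.799 (29977395 against 14441610 to 17566646 reads), mouse WT_ABX_923 stood apart in the endothelial cell list by 0.757 (-1.14 against -1.84 to -1.67), mouse WT_ABX_909 in the phagosome maturation list by 0.809 (7.027 against 6.812 to 6.853) and mouse WT_ABX_910 in the V-ATPase and cathepsin family by 0.893 (6.893 against 7.093 to 7.117). Mouse FAD_GF_182 stood apart in the astrocyte list by 0.835 (1.14 against -0.78 to -0.464), mouse FAD_GF_181 in the erythrocyte list by 0.731 (-3.36 against -4.14 to -3.93) and mouse FAD_ABX_1460 in *Axl* by 0.678 (763.4 against 410.6 to 524.2 CPM). No explanation was tested for these single values, and the number of such mice expected by chance covers part of them.

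Mouse FAD_GF_201 was the lowest of its group in 4 genes that rise in 5xFAD mice. Its *Apoe* stood apart by a share of 0.814 (5321 against 9253 to 10154 CPM), its *Trem2* by 0.796 (2406 against 3248 to 3464 CPM), its *Cd9* by 0.789 (2271 against 2939 to 3119 CPM) and its *Lyz2* by 0.841 (1562 against 2406 to 2566 CPM). One label of this library names it a WT mouse. Its position between the mean of the GF WT mice (0) and that of the other GF 5xFAD mice (1) was 0.58, whereas no GF WT mouse was above 0.26 and no other GF 5xFAD mouse below 0.71, which argues against a mislabelled WT mouse. Its library held 20192168 reads, the fewest of its group. A small library is argued against, since 0 of the 12 smaller libraries in other groups of at least 4 mice stood apart as the lowest in any of these 4 genes. No biological explanation was tested, and the design names none for a single mouse of a group.

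The library of mouse FAD_ABX_1482 lay at a distance of 1.08 on the log2 scale from the mean of its group, apart by a share of 0.731 (0.626 to 0.748 in the other mice), and no other library of the 28 was farther than 0.929. It also had the highest B cell list of its group, apart by 0.741 (1 against 0.128 to 0.354 log2 CPM). A small library is argued against, because the 2 smaller libraries lay no farther than 0.716 from their groups. Gene length explained 1.7 percent and GC content 2.2 percent of the variance of its deviation, which argues against either trend as the cause. The top 10 genes took 13.2 percent of its reads and between 10.9 and 13 percent in the other ABX 5xFAD mice, which argues against a few genes taking most of the reads. The B cell list was the only one of 9 cell type lists raised in it by more than the range of the others, but it held 0 reads of *Igkc* and *Ms4a1*, which B cells carry in abundance. In the list it was the highest of its group for *Cd79a* (6 reads, 0.386 CPM) and for *Ighm* (11933 reads, 768 CPM, against up to 772 CPM in GF 5xFAD mice). At a depth of 14441610 reads drawn from each library, 16704 genes were detected in it, against 16854 to 19261 in the other 27. A library made from fewer RNA molecules is therefore a candidate explanation. At this depth the GF 5xFAD mice had 16854 to 17424 and the SPF 5xFAD mice 18050 to 19261 genes, so a low number is not particular to this mouse.

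Neutrophil transcripts, which the paper does not discuss, appeared in the SPF 5xFAD mice and in mouse FAD_ABX_1151. The list of 10 genes lay between 1.21 and 2.6 log2 CPM in the SPF 5xFAD mice and at 1.98 in mouse FAD_ABX_1151, which stood apart from the other ABX 5xFAD mice by a share of 0.902 (-4.34 to -3.72). The 10 genes summed to between 68.7 and 283 CPM in these 4 libraries and to at most 0.774 CPM in the other 24. SPF housing without the transgenes is argued against by the SPF WT mice, none of which was above -4.06. All 4 libraries are of the second numbering style. A difference between library series and an effect of SPF housing together with the transgenes cannot be told apart, because only mouse FAD_ABX_1151 (1.98), labelled as given antibiotics, separates them and a wrong label of this mouse was not excluded. Reads shared between paralogs are argued against, since 5 unrelated genes (*Ngp*, *Ltf*, *Lcn2*, *Cd177* and *S100a8*) were all higher in the 4 libraries. RNA of neutrophils in the sorted cells could be present: 8 of the 10 genes were higher in each of the 4 libraries than in each of the other 24, but *Retnlg* and *Mmp8* stayed at or below 0.148 and 0.489 CPM. Whether that RNA came with the cells or with the handling of the series cannot be told apart. No gene of the list exceeded a median of 1 CPM in SPF WT mice, and none is in another of the 9 lists.

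Border-associated macrophage transcripts, which the paper does not discuss, lay between 3.08 and 4.61 log2 CPM in the ABX 5xFAD mice other than FAD_ABX_1151 (1.37), between -0.12 and 1.17 in SPF 5xFAD and between 0.0844 and 2.5 in GF 5xFAD mice. In WT mice they lay between -3.25 and -2.75 in SPF, between -1.38 and 1.9 in GF and between -3.59 and -2.87 in ABX mice. Within the third numbering style, the lowest ABX 5xFAD mouse exceeded the highest GF 5xFAD mouse by 0.58 (exact permutation test, two-sided, p = 0.00794), which argues against the series as the whole cause. All 9 of the 9 genes had a median in the 5 ABX 5xFAD mice above every SPF 5xFAD mouse, which is consistent with RNA of border-associated macrophages in the sorted cells. An effect of the antibiotics on microglia themselves was not tested and stays open. Of the 9 genes, 1 exceeded a median of 1 CPM in SPF WT mice.

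Several pathway lists differed between conditions in their 5xFAD effect. For GF against SPF mice the median difference was 0.274 for mTOR signaling, -0.133 for neuroinflammation signaling, 0.577 for oxidative phosphorylation, 0.199 for phagosome maturation and 0.241 for Cdc42 signaling, and for ABX against SPF mice it was -0.157 for chemokine signaling and 0.186 for LXR/RXR activation (camera, adjusted p-values under 0.05). Regrouping the mice 100 times gave a result as large as the real one in 3 groupings for mTOR signaling, 5 for neuroinflammation signaling, 6 for oxidative phosphorylation, 21 for phagosome maturation, 9 for Cdc42 signaling, 7 for chemokine signaling and 12 for LXR/RXR activation, the real grouping included. Only mTOR signaling was thus rarer than 1 in 20 among the groupings. These groupings are no pure measure of chance, since some kept part of the real difference. The largest other one for oxidative phosphorylation (0.627) moved only WT mice and left the 5xFAD groups as they were. Whether the remaining differences arise from how the mice fall into groups can therefore not be decided from them and stays open.

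For oxidative phosphorylation, gene length offsets left a median of 0.31 (adjusted p = 6.51e-16) and GC content offsets 0.57 (1.47e-20), so neither trend accounts for the whole difference. The range over the alternatives was 1.51e-26, from the separate family fixed beforehand, to 0.0433. The genes of the pathway list are short, with a median exon length of 1214 against 3516 bases over the tested genes. Of 10000 lists matched for length and expression, 0 reached the median of the list, and the highest reached 0.443 with a median of 0.249. Within the third numbering style, GF exceeded ABX 5xFAD mice by a median of 0.492, and 4 of 5 GF 5xFAD mice were above the highest ABX 5xFAD mouse. This argues against the series as the source of the high level in GF 5xFAD mice. The comparison holds no SPF and no WT mouse, so a part of the series in the GF against SPF difference stays open. Of 100 groupings, 6 gave as large a difference. The largest other one moved only WT mice and so kept the difference between GF and SPF 5xFAD mice. The groupings therefore cannot decide on a grouping by chance, which stays open, as does the source of the GF mice, which was not tested.

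The 5xFAD effect differed between ABX and GF mice for 269 genes, and 2 of 100 regroupings gave as many, the real one included. Among the genes named by the paper, *Tyrobp* (-0.88) and *B2m* (-1.07) differed. GF 5xFAD, GF WT and 5 of the ABX 5xFAD mice share a numbering style but the ABX WT mice carry another, so a difference between series was not separated from the treatment for these genes, and the biological effect of the condition stays open.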

How the results depend on the processing

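The fits over the 26 mice, with edgeR and with voomWithQualityWeights, and voom without sample weights were chosen only after the data were seen, and the other alternatives were fixed before the data were examined. No paired analysis was possible because the labels of the mice share no replicate numbers between groups. Where no reason is given, the cause of a change was not tested.

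The numbers of genes changed in all 3 comparisons (350 to 524), in ABX mice (1518 to 2716), in GF mice (1769 to 2746) and in the F test (774 to 1180) stayed within 1.5 times their value in the 28 fits that each left out 1 mouse. In the same fits the lists of oxidative phosphorylation (0.499 to 0.677), mTOR signaling in GF mice (0.2 to 0.35), phagosome maturation (0.144 to 0.281), Cdc42 signaling (0.215 to 0.31), chemokine signaling in ABX mice (-0.215 to -0.132), interferon signaling (0.0103 to 0.13) and nitric oxide and reactive oxygen species (-0.125 to -0.0429) kept their direction and their side of the threshold. With fry in place of camera, all 11 list results did so.

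Other results moved when 1 mouse was left out. SPF mice gave 437 (without FAD_SPF_1144) to 812 genes, SPF only 16 (without FAD_SPF_1144) to 79, GF only 885 (without WT_GF_199) to 1648 and ABX only 621 (without WT_ABX_911) to 1508. GF against SPF 5xFAD mice gave 547 (without FAD_SPF_1148; 680 without FAD_SPF_1146) to 2320, ABX against GF 5xFAD mice 980 (without FAD_ABX_1151; 1072 without FAD_GF_181) to 2497, ABX against SPF 5xFAD mice 0 to 59 (without FAD_ABX_1151) and ABX against SPF WT mice 0 to 1 (without WT_SPF_936). GF against SPF WT mice gave 54 (without WT_GF_229) to 447 (without FAD_ABX_1151), with 92 without WT_SPF_912, 113 without WT_SPF_926, 159 without WT_SPF_928, 106 without WT_SPF_936, 91 without WT_GF_230 and 65 without WT_GF_231. The interaction of ABX and GF mice gave 85 (without WT_GF_229) to 491 genes (without FAD_GF_201), that of GF and SPF mice 0 to 8 (without FAD_GF_201) and that of ABX and SPF mice 0 to 1 (without FAD_ABX_1151). LXR/RXR activation ranged from 0.108 to 0.254, with adjusted p = 0.101 without WT_ABX_910, 0.0893 without FAD_SPF_1148 and 0.0649 without FAD_ABX_1455. Its adjusted p-value ranged from 0.00564 to 0.101 over all alternatives, the lowest over the 26 mice. Chemokine signaling in GF mice ranged from -0.04 to 0.0814, reversed in 10 of 28 fits. mTOR signaling in ABX mice ranged from -0.14 to -0.05 and passed without FAD_SPF_1146 (0.0416), FAD_SPF_1148 (0.0466) or FAD_ABX_1482 (0.0225), in a range up to 0.543. Neuroinflammation signaling ranged from -0.157 to -0.113 and passed no longer without WT_SPF_925 (0.0512), WT_GF_230 (0.0857), FAD_SPF_1144 (0.0615), FAD_GF_182 (0.0527) or FAD_GF_185 (0.0735). The range of its adjusted p-value over all alternatives was 0.0114 (library size alone) to 0.148 (gene length offsets). Between GF and SPF WT mice, *Tyrobp* ranged from -0.0419 to 0.13, *Cst7* from -0.0735 to 0.53 and *Itgax* from -0.09 to 0.28, each reversed without WT_GF_230. For the interaction of GF and SPF mice, *Apoe* ranged from -0.0413 (without WT_GF_199) to 0.30, *Axl* from -0.34 to 0.0793 and *Lpl* from -0.18 to 0.26. Over the named genes these fits gave 21 reversed, 24 weaker, 5 stronger and 2638 unchanged results.

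With DESeq2, 85 genes changed in SPF only, 8 between ABX and SPF 5xFAD mice, 2 between ABX and SPF WT mice, 721 between GF and SPF WT mice and 2323 in the F test, with interactions for 576 genes (ABX and GF), 1 (ABX and SPF) and 25 (GF and SPF), and the interaction of *Lpl* moved from 0.01 to -0.00154, with a shift of -0.0114 in the median of all genes. With voomWithQualityWeights, 793 genes changed in SPF only, 134 between ABX and SPF 5xFAD mice, 3872 between GF and SPF 5xFAD mice, 1631 between GF and SPF WT mice, 2154 in SPF mice and 1891 in the F test, with interactions for 14 (ABX and SPF) and 116 genes (GF and SPF), and neuroinflammation signaling was weaker (-0.0968, adjusted p = 0.122). Of the named genes, 8 became stronger and 88 did not change. On the 26 mice the same method gave 810, 552, 3896, 1735, 2180 and 1964 genes in that order, interactions for 101 and 215 genes, and weaker chemokine signaling in ABX mice (-0.0975, adjusted p = 0.0609) and neuroinflammation signaling (-0.0975, adjusted p = 0.0846). voom without sample weights gave 85 genes in SPF only, 14 between ABX and SPF 5xFAD mice and 130 for the interaction of ABX and GF mice. edgeR on the 26 mice gave 89 genes in SPF only, 36 between ABX and SPF 5xFAD mice, 659 between GF and SPF WT mice, and interactions for 1 (ABX and SPF) and 3 genes (GF and SPF).

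In a fit of only the groups compared, ABX only gave 496, SPF only 414, ABX mice 1321, ABX against GF 5xFAD mice 251, GF against SPF WT mice 1286, SPF mice 1340, and the interactions 67 (ABX and GF) and 1 (GF and SPF). GC content offsets reversed chemokine signaling in ABX mice (0.0175, adjusted p = 0.141), *Clec7a* (0.01125) and *Tyrobp* (-0.0765) between GF and SPF WT mice, for which 109 genes changed, made mTOR signaling in ABX mice pass (-0.118, adjusted p = 0.0229) and made neuroinflammation signaling weaker (-0.106, adjusted p = 0.0505). Gene length offsets gave 1185 genes between GF and SPF 5xFAD mice, reversed *B2m* there (-0.10) and the interaction of *C1qb* (-0.01535), and made neuroinflammation signaling weaker (-0.0909, adjusted p = 0.148). Chemokine signaling in GF mice and the interaction of *Lpl* fell below 0 with RLE factors (-0.00067 and -6.8e-05), library size alone (-0.067 and -0.0651) and no low-count filter (-0.0192 and -0.0219). The median of all genes for this interaction shifted by -0.0115, -0.0783 and -0.0302 with these settings, so these signs follow the scaling and are no change of the list or the gene. With the same shift, library size alone made nitric oxide and reactive oxygen species pass (-0.165, adjusted p = 0.042), and without a low-count filter 2 genes had an interaction of GF and SPF mice. At least 10 counts in every library weakened neuroinflammation signaling (-0.093, adjusted p = 0.123), and an estimated correlation weakened phagosome maturation (0.199, adjusted p = 0.0575). Among other results for named genes, 3 were weaker and 1 stronger with GC content offsets, 5 weaker and 1 stronger with gene length offsets, 2 weaker and 5 stronger in the fit of only the groups compared, 1 stronger with DESeq2 and 1 with RLE factors, 9 stronger with voomWithQualityWeights on the 26 mice and 1 stronger with edgeR on them, and 1 weaker and 1 stronger with voom without sample weights. The chemokine list fixed beforehand reversed the difference in ABX (0.0939) and GF mice (-0.0262).

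Stricter thresholds call fewer genes by construction. An adjusted p-value under 0.01 left 551 genes in ABX only, 804 in GF only, 24 in SPF only, 1138 in ABX, 1374 in GF and 421 in SPF mice, 525 between ABX and GF and 664 between GF and SPF 5xFAD mice, 31 between GF and SPF WT mice and 22 for the interaction of ABX and GF mice. A change of at least 2-fold left 310, 397, 29, 720, 758, 366, 241, 284, 72 and 104 in that order, and 230 in all 3 comparisons. The looser adjusted p-value of 0.001 gave 1709 genes in the F test. An unadjusted p-value under 0.05 gave 1992 genes in ABX only, 433 in SPF only, 1039 in all 3 comparisons, 4235 in ABX, 4271 in GF and 2182 in SPF mice, 3899 between ABX and GF, 1085 between ABX and SPF and 4104 between GF and SPF 5xFAD mice, 687 between ABX and SPF and 2538 between GF and SPF WT mice, and interactions for 2436 (ABX and GF), 1032 (ABX and SPF) and 1304 genes (GF and SPF).

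The precision of single genes is limited by the spread between mice, with 3 mice in the smallest group. On simulated data the edgeR test recovered 90.5 percent of genes changed by 1.5 on the log2 scale with 3 against 5 mice, and the interaction test recovered 47 percent.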

Differences from the paper's values

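The comparisons over the 26 mice, with edgeR and with limma's voomWithQualityWeights, were chosen only after the values were seen.

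The number of genes changed under SPF conditions only was 56, against the paper's 1006. Of the alternatives set before the data were examined, limma's voomWithQualityWeights gave 793, which lies within 1.5 times the paper's value. The others did not, with DESeq2 at 85, a fit of only the groups compared at 414 and an unadjusted p-value under 0.05 at 433 among them. On the 26 mice, voomWithQualityWeights gave 810, a setting chosen after seeing the values.

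The number changed in ABX mice only was 1171, against the paper's 700. It came within 1.5 times the paper's value with voomWithQualityWeights (958), no low-count filter (978), at least 10 counts in every library (1031), GC content offsets (833), only the groups compared (496), an adjusted p-value under 0.01 (551), and without mice WT_ABX_909 (841), WT_ABX_910 (845), WT_ABX_911 (621), FAD_ABX_1452 (933), FAD_ABX_1460 (846) or FAD_ABX_1482 (968). It did not with DESeq2 (1341), RLE factors (1159), library size alone (1232), gene length offsets (1292), an unadjusted p-value under 0.05 (1992) or a 2-fold change (310), nor without any of the other mice. On the 26 mice, voomWithQualityWeights gave 982, a setting chosen after seeing the values. That fit called 9 of the paper's 700 genes in ABX and 614 in SPF mice. Under the other name, 958 and 982 stand against the paper's 1006.

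The F test over the 6 groups gave 982 genes, against the paper's 1945. DESeq2 gave 2323, voomWithQualityWeights 1891 and an adjusted p-value under 0.001 gave 1709. RLE factors (984), library size alone (965), no low-count filter (1270), at least 10 counts in every library (1020), gene length offsets (944), GC content offsets (892) and leaving out single mice did not come within 1.5 times the paper's value. On the 26 mice, edgeR gave 1304, which also lies within 1.5 times the paper's value, and voomWithQualityWeights gave 1964. Both settings were chosen after seeing the values.

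In SPF mice 699 genes changed in all, against the paper's 2231 in Additional file 8. Of the alternatives set before the data were examined, voomWithQualityWeights gave 2154 and an unadjusted p-value under 0.05 gave 2182, and the others stayed more than 1.5 times away. On the 26 mice, voomWithQualityWeights gave 2180, a setting chosen after seeing the values.

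The comparisons above take the names SPF and ABX as the paper gives them, and of its 1006 genes for SPF only, 666 were called here in ABX mice. Set against the paper's number under the other name, 1171 genes for ABX only stand against the paper's 1006, 56 for SPF only against the paper's 700, 2207 in ABX mice in all against the paper's 2231, and 699 in SPF mice in all against the paper's 2010. The lists are compared further under the other observations.

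For pathways, the paper uses predicted activation z-scores of an Ingenuity pathway analysis within each condition. The values here are median differences of the 5xFAD effect over joined gene lists, which is another measure. The paper states that chemokine signaling was attenuated in GF 5xFAD mice, and the median difference of its list from SPF mice was 0.0115 (camera, adjusted p = 0.711). In a direct comparison of GF with SPF 5xFAD mice the median of this list was -0.0891, with 8 of 19 genes higher (unadjusted p = 0.0899 with camera and 0.00272 with fry). The paper states that mTOR signaling was attenuated in GF 5xFAD mice, and its list rose more in GF than in SPF mice, by 0.274 (adjusted p = 0.000127). In ABX mice, where the paper states the same, the difference was -0.0987 (adjusted p = 0.115). It passed with GC content offsets (0.0229) and without mice FAD_SPF_1146 (0.0416), FAD_SPF_1148 (0.0466) or FAD_ABX_1482 (0.0225), in a range up to 0.543 over the alternatives. The paper states increased interferon signaling in ABX 5xFAD mice, and the difference from SPF mice was 0.0818 (adjusted p = 0.269). It states reduced induction of genes for nitric oxide and reactive oxygen species in GF 5xFAD mice, and the difference was -0.0862 (adjusted p = 0.162). Compared directly between GF and SPF 5xFAD mice, the median of that list was -0.086 (unadjusted p = 0.0913 with camera and 0.00776 with fry). With library size alone the list passed for the difference (-0.165, adjusted p = 0.042, in a range up to 0.301), with a shift of -0.0783 in the median of all genes.

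The paper states increased expression of *Axl*, *Itgax* and *Clec7a* in microglia from GF 5xFAD mice. Against SPF 5xFAD mice, their log2 fold changes were 0.65, 0.43 and 0.18, with adjusted p-values of 0.127, 0.349 and 0.612 (edgeR). With voomWithQualityWeights, which gave the SPF 5xFAD mice weights from 0.606 to 3.11, the adjusted p-values were 0.00454, 0.0169 and 0.0427. *Axl* also passed in a fit of only the groups compared (0.0245) and with voom without sample weights (0.0225), the latter chosen after seeing the values. Over all alternatives, the adjusted p-values ranged from 0.00435 to 0.29 for *Axl*, from 0.0158 to 0.667 for *Itgax* and from 0.0427 to 0.969 for *Clec7a*. For Clec7a and for CD11c, which *Itgax* encodes, the paper also reports increases in protein by immunofluorescence and flow cytometry. The RNA values here do not test those.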

Other observations

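The tests of mouse FAD_ABX_1151, of the number of mice in a fit of only the groups compared, of numbering styles behind the shared direction in WT mice, of Additional file 8 and of the mice in Fig. 4B were chosen only after the result was seen.

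Regrouping the mice gave, with the real grouping included, as many changed genes as the real one in 1 of 56 groupings for SPF 5xFAD against SPF WT mice (54 genes at most in the others), 2 of 100 for GF mice (the other, with 2420 genes, grouped mouse FAD_GF_201 with the GF WT mice) and 1 of 100 for ABX mice (1321 genes at most in the others). For genes changed in all 3 comparisons it was 1 of 100, for SPF only 1, for GF only 2, for ABX only 2 and for the F test 1. Between GF and SPF 5xFAD mice it was 1 of 56 (180 genes at most in the others), between ABX and GF 5xFAD mice 2 of 100 (the other, with 2462 genes, grouped mouse FAD_ABX_1482 with GF mice) and between GF and SPF WT mice 1 of 100. A count of 0 is reached by every grouping by construction, by 84 of 84 for ABX against SPF 5xFAD mice (1085 genes at an unadjusted p-value under 0.05) and by 100 of 100 for ABX against SPF WT mice (687 genes) and for the interactions of GF against SPF (1304 genes) and ABX against SPF mice (1032 genes). The most genes in another grouping were 687 for ABX against SPF 5xFAD mice, 1 for ABX against SPF WT mice, 237 for the interaction of GF against SPF and 1 for that of ABX against SPF mice. For the lists that were not past the threshold, 91 of 100 groupings gave as large a difference for chemokine signaling in GF mice, 12 for mTOR signaling in ABX mice, 33 for interferon signaling in ABX mice and 19 for nitric oxide and reactive oxygen species in GF mice.

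In the edgeR fit of all 6 groups, fewer genes changed in SPF (699) than in GF (2391) or ABX mice (2207), and only 3 SPF 5xFAD mice were sequenced. In a fit of only the groups compared the numbers were 1340 in SPF, 2032 in GF and 1321 in ABX mice, and with voomWithQualityWeights they were 2154, 2455 and 2183, so SPF mice did not lie clearly below ABX mice there. With 3 GF 5xFAD mice drawn 10 times in the fit of all groups, a median of 1727.5 genes changed in GF mice, from 1462 to 2520, which argues against the number of mice as the cause in that fit. With the same draws in a fit of only the groups compared, a median of 1286 genes changed, from 1066 to 2175, so in that fit the gap to GF mice may come from the number of mice. The SPF 5xFAD and SPF WT mice carry different numbering styles, so a difference between series stays untested there.

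With voomWithQualityWeights 2154 genes changed in SPF mice, and with voom without sample weights 686 did. The additional calls are thus consistent with the weights that single libraries received.

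Of the 1962 genes changed between GF and SPF 5xFAD mice, 1799 (91.7 percent) moved in the same direction between GF and SPF WT mice, as did 113 of the 114 genes changed in both. In 3 of 100 regroupings of the WT mice the share was as high as the real one (92.2 percent from mean log2 CPM, with a median of 49.1 and a highest value of 93.5 percent in the others). Between GF and ABX 5xFAD mice of one numbering style, 97.6 percent of the genes moved in the same direction, against at most 54.2 percent and a median of 51 percent in 100 simulations with ABX mice at the GF level, which argues against the series. The pattern is consistent with an effect of housing or of the source of the GF mice that is present without the transgenes, and the 2 sources of that effect were not separated.

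Between ABX and SPF 5xFAD mice 0 genes changed over the 28 mice, and 59 changed once mouse FAD_ABX_1151 was left out (17 higher and 42 lower in ABX mice, with 2013 genes at an unadjusted p-value under 0.05). Between the 4 libraries of the second and the 5 of the third numbering style among these mice, 466 genes differed. Mouse FAD_ABX_1151 lay at 0.174 on the way from the SPF 5xFAD mean (0) to that of the other ABX 5xFAD mice (1). A difference between library series and a mislabelled mouse cannot be told apart, because this mouse alone separates them and 0 genes marked the antibiotic treatment between ABX and SPF WT mice.

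The lists of Additional file 8 that the paper gives for SPF only and ABX only held genes called here in the other group. Of the paper's 1006 genes for SPF only, 0 were called here in SPF, 18 in GF and 666 in ABX mice, and of its 700 genes for ABX only, 69 were called in SPF, 15 in GF and 65 in ABX mice. With voomWithQualityWeights on the 26 mice, 23 of the 1006 genes were called in SPF mice, and 614 and 9 of the 700 genes in SPF and ABX mice. The fold changes here for SPF mice lay at a median absolute difference of 0.0115 from the SPF column of Additional file 9 and of 0.263 from its ABX column, over 1993 genes of the 1999 entries in the copy used. Those for ABX mice differed by 0.0387 from the ABX column and 0.238 from the SPF column. Exchanged labels of the deposited samples are thus argued against, and an exchange of SPF and ABX in Additional file 8 is a candidate explanation. The neutrophil list had 8 genes in the ABX lists of Additional file 8 and 0 in the SPF lists.

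Fig. 4B shows 4 ABX 5xFAD mice and the labels give 6. Leaving out mice FAD_ABX_1151 and FAD_ABX_1482 brought the median absolute difference from the ABX fold changes of Additional file 9 to 0.0022, against 0.027 without mouse FAD_ABX_1151 alone and 0.039 with all 6, so these mice were likely not used for that file.

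Of the lists fixed beforehand, the oxidative phosphorylation family rose more in GF than in SPF 5xFAD mice by a median of 0.456 and the V-ATPase and cathepsin family by 0.281. In ABX against SPF mice, LXR target genes had a median difference of 0.16 and interferon-stimulated genes of 0.00652. The ribosomal protein family had a median difference of 0.477 between GF and SPF mice, with 73 of 77 genes higher. In all 28 libraries, the neuron list lay between -3.6 and -0.891 log2 CPM, the astrocyte list between -1.84 and 1.14, the oligodendrocyte list between -0.12 and 2.29, the endothelial cell list between -2.26 and -0.406, the B cell list between 0.128 and 1.25, the T cell list between -4.34 and -3.09 and the erythrocyte list between -4.34 and -2.52.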
